# A FAK/HDAC5 signaling axis controls osteocyte mechanotransduction

**DOI:** 10.1038/s41467-020-17099-3

**Published:** 2020-07-01

**Authors:** Tadatoshi Sato, Shiv Verma, Christian D. Castro Andrade, Maureen Omeara, Nia Campbell, Jialiang S. Wang, Murat Cetinbas, Audrey Lang, Brandon J. Ausk, Daniel J. Brooks, Ruslan I. Sadreyev, Henry M. Kronenberg, David Lagares, Yuhei Uda, Paola Divieti Pajevic, Mary L. Bouxsein, Ted S. Gross, Marc N. Wein

**Keywords:** Cell signalling, Bone remodelling

## Abstract

Osteocytes, cells ensconced within mineralized bone matrix, are the primary skeletal mechanosensors. Osteocytes sense mechanical cues by changes in fluid flow shear stress (FFSS) across their dendritic projections. Loading-induced reductions of osteocytic Sclerostin (encoded by *Sost*) expression stimulates new bone formation. However, the molecular steps linking mechanotransduction and *Sost* suppression remain unknown. Here, we report that class IIa histone deacetylases (HDAC4 and HDAC5) are required for loading-induced *Sost* suppression and bone formation. FFSS signaling drives class IIa HDAC nuclear translocation through a signaling pathway involving direct HDAC5 tyrosine 642 phosphorylation by focal adhesion kinase (FAK), a HDAC5 post-translational modification that controls its subcellular localization. Osteocyte cell adhesion supports FAK tyrosine phosphorylation, and FFSS triggers FAK dephosphorylation. Pharmacologic FAK catalytic inhibition reduces *Sost* mRNA expression in vitro and in vivo. These studies demonstrate a role for HDAC5 as a transducer of matrix-derived cues to regulate cell type-specific gene expression.

## Abstract (web summary)

Osteocytes are mechanoresponsive within skeletal tissue. Here, the authors show that class IIa histone deacetylases are phosphorylated by focal adhesion kinase, suggesting that HDAC5 may propagate mechanobiological cues to regulate cell type-specific gene expression.

## Introduction

The skeleton constantly adapts to changes in mechanical cues. Exercise stimulates new bone formation while skeletal unloading, as experienced by astronauts during prolonged space flight, causes accelerated bone loss^1^. Osteocytes, postmitotic cells of the osteoblast lineage buried deeply within bone matrix, are the primary mechanosensors in bone^2–4^. The molecular mechanisms through which osteocytes transduce mechanical inputs are poorly understood.

Osteocytes control bone remodeling by secreting paracrine factors that in turn regulate activity of osteoclasts and osteoblasts on bone surfaces^5^. Of these osteocyte-derived paracrine factors, RANKL and Sclerostin (encoded by the *Sost* gene) are both central regulators of bone remodeling. Osteocyte-derived RANKL is a crucial osteoclastogenic factor^6^, and the target of the osteoporosis drug denosumab^7^. Sclerostin is a canonical WNT pathway inhibitor that blocks osteoblast activity stimulated by WNTs^8^. Romosozumab, a neutralizing sclerostin antibody, is now approved for osteoporosis treatment^9,10^. *Sost* expression by osteocytes is mechanically regulated, with sclerostin levels increasing with unloading^11^ and decreasing with skeletal loading^12^. Osteocytic *Sost* downregulation is important for loading-induced bone formation^13^, and *Sost* upregulation contributes to immobilization-induced bone loss^14,15^.

While it is clear that modulating *Sost* expression is an important strategy used by osteocytes to link mechanical cues to bone formation, the intracellular signaling pathways through which this occurs are largely unknown. Like mechanical loading, parathyroid hormone (PTH) stimulates bone formation, in part, by reducing sclerostin levels^16,17^. *Sost* expression is positively regulated by the transcription factor MEF2C, which binds to a + 45 kB downstream enhancer site^18,19^ that is absent in high bone-mass patients with Van Buchem disease^20^. In many biologic systems, class IIa histone deacetylases are potent inhibitors of MEF2-driven gene expression^21^. Class IIa HDACs are uniquely endowed with long N-terminal extensions that confer responsiveness to external signals and allow inhibitory binding to MEF2 family transcription factors^22^. HDAC4 and HDAC5 inhibit MEF2-driven osteocytic *Sost* expression^23^. Moreover, PTH signaling drives HDAC4/5 translocation from the cytosol to the nucleus via a cAMP-dependent pathway involving inhibition of salt-inducible kinases^24^. Despite these advances, whether class IIa HDACs participate in osteocyte mechanotransduction and loading-induced *Sost* suppression is currently unknown.

It is generally accepted that osteocytes sense mechanical cues by changes in fluid-flow shear stress (FFSS) across their dendritic processes^25,26^. Skeletal loading induced during functional activity primarily places long bones in bending^27^, which due to heterogeneous strain distribution within a given cross-section facilitates interstitial fluid flow within the lacunar–canalicular system^28,29^. This interstitial FFSS produces focal strains at attachment sites surrounding osteocyte cell processes^30^. Integrin αV/ß3 heterodimers have been proposed to play a key role in osteocyte/matrix interaction and mechanotransduction^31–33^. Multiple membrane proximal signaling mechanisms have been described downstream of FFSS across dendritic processes. These include outside-in integrin signaling, ATP release^34^, local calcium fluxes^35^, TRPV4-mediated microtubule reorganization and ROS generation^36^, plasma membrane disruptions^37^, and effects on connexin hemichannels^38^. However, precise links between these proximal signaling steps and *Sost* suppression remain to be determined.

Here, we report that FFSS triggers class IIa HDAC nuclear translocation in osteocytes, and that HDAC4/5 are required for loading-induced bone formation in vivo. While class IIa HDACs are involved in both PTH and FFSS-mediated *Sost* suppression, these two external cues utilize distinct upstream signaling mechanisms to drive HDAC4/5 nuclear translocation. In osteocytes, constitutive cell/matrix interactions lead to basal activation of focal adhesion kinase (FAK) through outside-in integrin signaling^39^ for review of integrin-mediated signaling). FAK is known to play crucial roles in mechanotransduction in many tissue types^40–43^, although links between FAK and class IIa HDACs have not been described. Here, we show that FAK regulates class IIa HDAC subcellular localization by direct HDAC5 tyrosine 642 phosphorylation. FFSS inhibits FAK activity, a step that is required for FFSS-induced *Sost* suppression. Moreover, many of the transcriptomic effects of FFSS are mimicked by small molecule FAK inhibitors, and by RGD peptides that block integrin/matrix adhesion. Finally, pharmacologic FAK inhibitors can suppress *Sost* expression in vivo, indicating the therapeutic potential of this FAK/class IIa HDAC/*Sost* signaling axis.

## Results

### Mechanosensitive class IIa HDACs are required for loading-induced bone formation

We previously demonstrated that parathyroid hormone (PTH) signaling promotes the dephosphorylation and nuclear translocation of HDAC4 and HDAC5 in osteocytes, and that HDAC4/5 are required for PTH-induced suppression of *Sost* expression in vitro and in vivo^24^. Mechanical cues and PTH signaling both suppress *Sost* expression and stimulate new bone formation. However, the precise signaling mechanisms used by mechanical loading to reduce *Sost* expression remain unknown. Here, we asked if HDAC4/5 are required for mechanical loading-induced bone formation. For this, right tibiae of mice were subjected to a 3-week osteogenic cantilever bending loading regimen (see Supplementary Fig. 1 for an overview of this model and the relationship between strain distribution and periosteal response)^44^. Cortical bone morphology was obtained via µ-CT imaging of the tibia mid-shaft prior to the experiment, and beam theory was used to define load magnitudes such that peak-induced normal strains were comparable across all mutant strains. This loading regimen leads to significant gains in periosteal bone formation in control mice, global *Hdac5*^−/−^ mice, and mice lacking *Hdac4* in osteoblasts/osteocytes (DMP1-Cre;*Hdac4*^f/f^, hereafter referred to as *Hdac4*^ob/ocy^). In contrast, *Hdac4*^ob/ocy^;*Hdac5*^−/−^ double mutants (hereafter referred to as *Hdac4/5*^DKO^) fail to increase periosteal bone formation following this loading regimen (Fig. 1a).

**Fig. 1:**
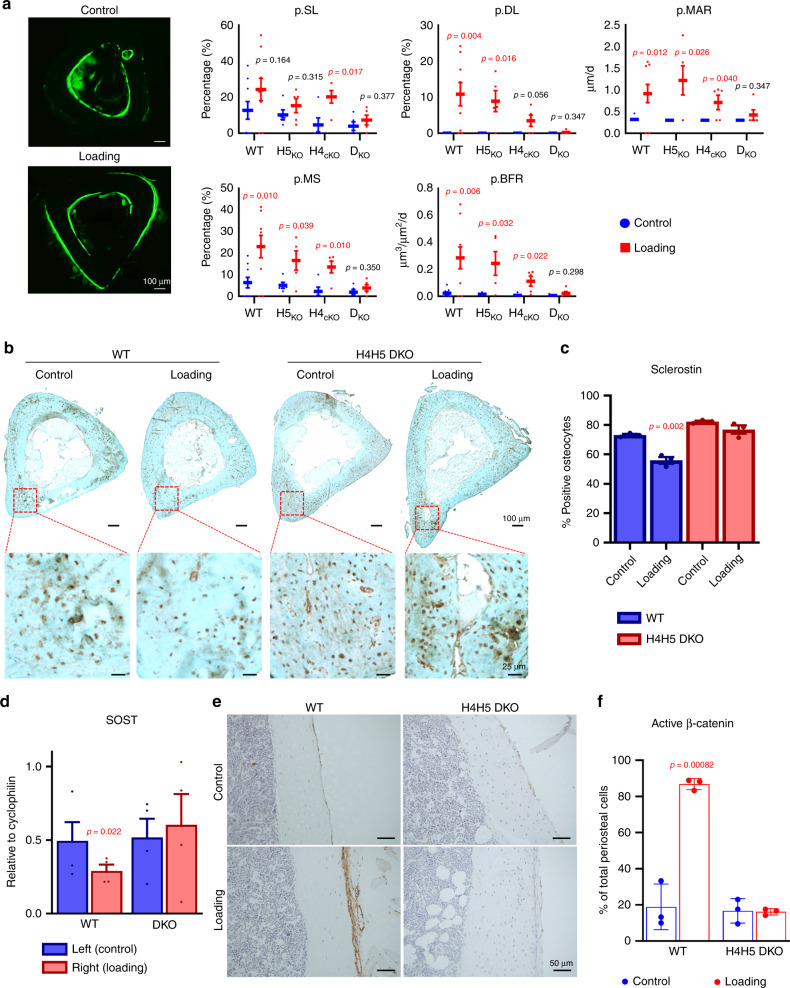
Class IIa HDACs are required for loading-induced bone formation. **a** WT, HDAC4-cKO (*HDAC4*^*flfl*^*;DMP1-cre*), HDAC5-KO, and H4H5-DKO mice were subjected in vivo cantilever bending of the right tibia. Each mouse underwent a 3-week regimen (3 days/week, 100 cycles/day, 2500 µε peak normal strain), and dynamic histomorphometry was performed on the tibia mid-shaft. Calcein labeling was performed at 2 days and 11 days prior to sacrifice. Exogenous loading significantly increased p.BFR in WT, HDAC4-cKO, and HDAC5 KO compared with contralateral tibiae. No significant p.BFR elevation observed in H4H5-DKO mice compared with contralateral tibiae (*n* = 5–9 mice per group). p.SL (periosteal single-labeling surface), p.DL (periosteal double-labeling surface), pMAR (periosteal mineral apposition rate), p.MS (periosteal mineralizing surface), p.BFR (periosteal bone-mineral formation rate), WT (wild-type mice), H5KO (HDAC5^−/−^), H4KO (HDAC4^flfl^;DMP1-cre), DKO (H4H5-DKO, HDAC5^−/−^; HDAC4^fl/fl^;DMP1-cre). **b** Sclerostin immunohistochemistry (IHC) was performed in WT and H4H5-DKO mice (*n* = 3). High-magnification images show representative images of sclerostin-positive and -negative cells in cortical bones. **c** All transverse sections were counted by ImageJ. Sclerostin-positive cells numbers are normalized by entire osteocyte number. (*n* = 3 mice per group) *P*-values vs control (contralateral tibia). **d** qRT-PCR analyses from bone marrow-flushed tibias of WT and H4H5-DKO mice. Exogenous loading significantly reduced *Sost* mRNA expression in WT, but not H4H5-DKO mice. (*n* = 4) *P*-values vs contralateral tibia. **e**, **f** Non-phospho (active) β-catenin IHC in WT and H4H5-DKO mice. Exogenous loading increased active β-catenin staining in periosteal cells of WT, but not in H4H5-DKO mice. Each experiment was repeated three times. (*n* = 3 mice per group) *P*-values vs control (contralateral tibia) are shown in the figure. Two-sided unpaired *t* test was used (**a, c, d, f**). Data are expressed as mean ± SEM. Source data are provided as a Source Data file.

Since we previously reported that *Hdac4/5* mutant mice show osteopenia^24^, we also performed biomechanical testing of the femoral diaphysis in control and *Hdac4/5* compound mutants. As shown in Supplementary Fig. 2, bone biomechanical properties in *Hdac4/5*^DKO^ are lower than control, due to reduced bone size and cortical mass. The normal relationship between bone mass and strength is preserved, however, suggesting no deficits in bone quality in *Hdac4/5*^DKO^ animals.

Next, we determined the role of class IIa HDACs in loading-induced sclerostin suppression. While this cyclical-loading regimen reduces sclerostin immunoreactivity and gene expression in control mice, this does not occur in *Hdac4/5*^DKO^ animals (Fig. 1b–d). Sclerostin is a potent inhibitor of the WNT signaling pathway^8^. Sclerostin downregulation in osteocytes is needed for loading-induced WNT pathway activation and osteoblastic bone formation^13,45^. Sclerostin suppression and subsequent osteocytic WNT pathway activation occurs in a complex manner related to patterns of strain experienced by individual osteocytes^46^. Control mice show robust increases in periosteal cells staining positive for the activated form of ß-catenin; in contrast, this periosteal accumulation of WNT-responsive cells is absent in *Hdac4/5*^DKO^ mice (Fig. 1e, f).

Although bone cells can respond to multiple potential types of mechanical cues, it is widely accepted that fluid-flow shear stress (FFSS) across osteocytic dendritic processes is a major mechanism used for mechanotransduction^3^. To complement these in vivo loss of function studies, we exposed control and HDAC4/5-deficient Ocy454 cells (a murine mechanosensitive osteocytic cell line^47^) to FFSS. These experiments reveal two key differences between WT and HDAC4/5-deficient cells. First, basal *Sost* mRNA (in static conditions) is significantly increased in the absence of HDAC4/5. Second, HDAC4/5 are required for FFSS-induced *Sost* suppression in vitro (Fig. 2a). Taken together, these results demonstrate that HDAC4/5 are required for loading-induced bone formation and sclerostin suppression in vivo and in vitro.

**Fig. 2:**
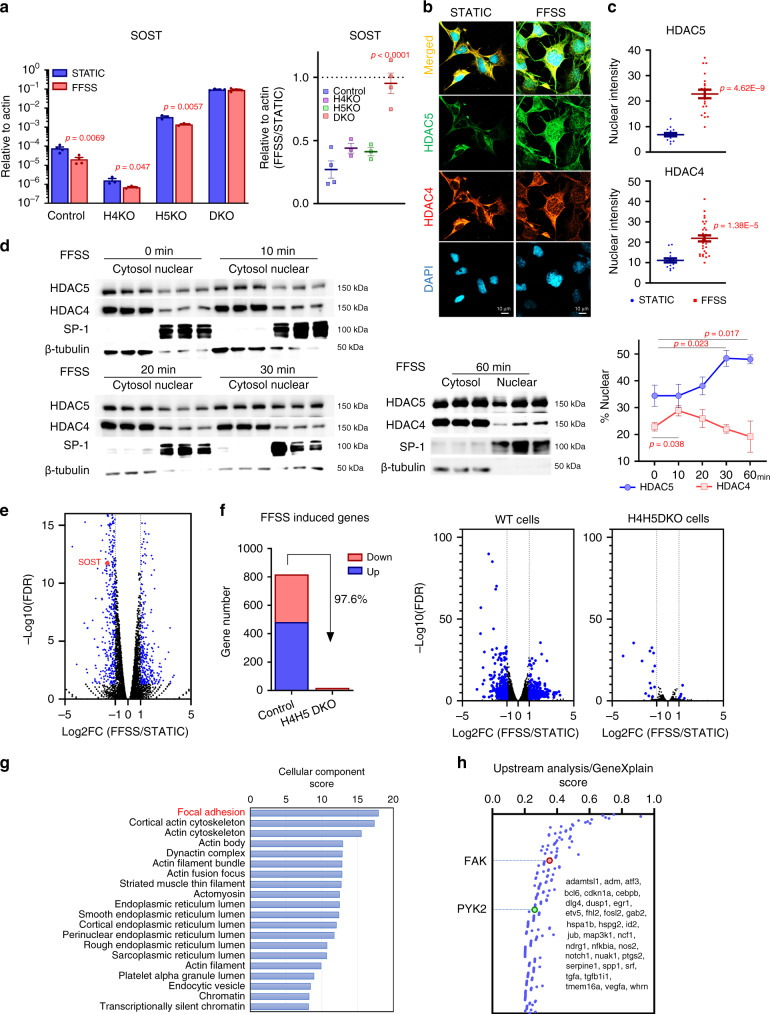
Fluid-flow shear stress (FFSS) regulates Sost expression through HDAC4/5 nuclear translocation and changes in FAK/integrin signaling. **a** WT, HDAC4 KO, HDAC5-KO, and HDAC4/HDAC5 (H4H5) DKO Ocy454 cells were treated plus/minus FFSS for 3 h, followed by RT-qPCR for *Sost*. FFSS for 3 h reduced *Sost* expression in WT cells to a greater degree than in H4H5-DKO cells. *P*-values vs STATIC condition. Absolute SOST expression data are shown in the left panel (*n* = 4 cells per group for control and DKO, *n* = 3 cells per group for H4KO and H5KO). The right panel shows the ratio of SOST comparing FFSS versus static-treatment within each cell line. *P*-values adjusted for multiple comparisons (versus control) are shown in the right panel. **b**, **c** HDAC5-deficient Ocy454 cells infected with FLAG-tagged HDAC5 were subjected to FFSS (3 h) followed by immunocytochemistry staining for HDAC4/5 and then confocal microscopy. Pictures show a representative image of each condition. HDAC5 (green, localization determined by anti-FLAG immunostaining), endogenous HDAC4 (red), and DAPI (blue). The nuclear densitometric intensity of FLAG-HDAC5 and endogenous HDAC4 were measured by ImageJ. *P*-values vs STATIC condition (*n* = 15 cells for STATIC, *n* = 21 cells for HDAC5 FFSS, *n* = 29 cells for HDAC4 FFSS). Each experiment was repeated three times. **d** Ocy454 cells were subjected to FFSS for the indicated times and subjected to subcellular fractionation followed by immunoblotting. The nuclear fraction of endogenous HDAC5 and HDAC4 was quantified by densitometry over time. (*n* = 3 biologic cell replicates were performed) *P*-values for each time point versus 0 min are shown in the right panel. **e** Volcano plot showing up- and downregulated genes by RNA-seq by FFSS treatment for 3 h in Ocy454 cells. Blue dots represent significantly regulated genes (log2 fold change (FFSS/STATIC) < −1 or >1, FDR < 0.05), black dots represent genes whose expression is not significantly regulated by FFSS. *Sost* gene was confirmed as a downregulated gene. **f** Control and HDAC4/5-deficient Ocy454 cells were treated plus/minus FFSS for 3 h followed by RNA-seq. Volcano plots as in **e** are shown. The majority of FFSS-induced DEGs are not regulated in cells lacking HDAC4/5. **g** Gene ontology analysis of FFSS-regulated genes showed enrichment of pathways linked to integrin/FAK signaling (matrix cellular components). In this graph, the *x* axis corresponds to the gene ontology enrichment score (adjusted *P*-value) for genes differentially expressed in response to FFSS. **h** Upstream analysis suggests that FAK and PYK2 are potential upstream candidate regulators of the coordinated gene expression changes seen by RNA-seq in response to FFSS. In this graph, the *x* axis corresponds to the upstream analysis score (adjusted *P*-value) for genes that were differentially expressed in response to FFSS. Listed in the figure are the FFSS-induced DEGs found in the upstream FAK-dependent “signature”. One-sided **a, d** and two-sided **c** unpaired *t* test, and one-way analysis of variance (ANOVA) followed by Tukey–Kramer post hoc test (**a** in the right panel) were used. Data are expressed as mean ± SEM. Source data are provided as a Source Data file.

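Sost (ENSMUSG00000001494) lies on chromosome 11 of mm9 from 101823772 to 101828329, on the minus strand, and has 2 exons. Its level in uninfected cells was 37.0 ± 2.92 CPM (SD, n = 2) in static culture and 12.7 ± 3.62 CPM (SD, n = 2) after FFSS. The log2 fold change was −1.63 (standard error 0.18, adjusted p = 9.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between −1.91 and −1.40.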

Having established a crucial role for class IIa HDACs in responses to mechanical cues in vivo, we next asked how HDAC4/5 participate in osteocyte mechanotransduction. PTH signaling drives class IIa HDAC dephosphorylation and nuclear translocation^24^. In a similar manner, HDAC4/5 translocate from the cytoplasm to the nucleus in response to FFSS in Ocy454 cells (Fig. 2b–d). Class IIa HDAC nuclear translocation is often accompanied by reduced phosphorylation at serines in the N-terminal domain of the proteins^48^. Only modest reductions in HDAC4/5 N-terminal serine phosphorylation are observed after FFSS exposure (Supplementary Fig. 3A), suggesting that class IIa HDAC localization may be controlled by FFSS signaling via a mechanism independent of N-terminal serine phosphorylation. Supporting this notion, FFSS further suppresses *Sost* expression in cells expressing the HDAC5 S259A/S498A variant^49^ (Supplementary Fig. 3B, C).

### Focal adhesion kinase orchestrates mechanosensitive Sost expression in osteocytes

We next addressed the upstream mechanisms linking FFSS signaling and changes in osteocyte gene expression. 

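Ocy454 cells, a mouse osteocyte-like cell line, were kept 14 days at 37 °C and then rotated at 350 rpm for 3 h (FFSS) or left static for 3 h, with 2 cultures per condition. RNA from each culture was sequenced, and the authors deposited the number of reads counted on each gene with HTSeq, without strand and without normalization. Between 21013396 and 21611226 reads per library were counted on genes. The smallest level that this depth can show, 3 reads, was 0.143 CPM (a count scaled to the library's total of gene reads) in the shallowest of these libraries. This covers counting error only. Genes with a count of 0 in 2 or more of the 4 libraries were left out, which left 16198 genes. FFSS and static cells were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. A gene was called regulated at an FDR under 0.05 and an absolute log2 fold change over 1. Reads were counted without strand, so values of genes whose exons overlap another gene are uncertain.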

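In uninfected Ocy454 cells, 577 genes passed both thresholds after FFSS, 205 of them higher and 372 lower. The number moved most with edgeR's test against a log2 fold change of 1 (TREAT), which called 66 genes. The replicates differed between genes in a shared direction in the static and FFSS cultures, with a correlation of 0.41 across genes, which are not independent replicates. Fitted with the replicate number as a block, 725 genes passed, 293 higher and 432 lower. When each library was left out in turn, between 488 and 545 of the 577 genes kept their direction and a log2 fold change over 1. Log2 fold changes went with GC content across genes of at least 1 CPM, with a Spearman correlation of −0.32. With a correction for GC content, chosen after seeing the data, 608 genes passed, of which 486 were among the 577. Among genes with a mean of at least 1 CPM and no overlap between replicates, the lowest log2 fold changes were those of Ankrd37 (−6.50, standard error 0.19, adjusted p = 6.2e-07 from edgeR's quasi-likelihood test) and Gpr35 (−4.99, standard error 0.19, adjusted p = 2.0e-06 from the same test). Ankrd37 shares exon sequence with Lrp2bp and Ufsp2, so its count is uncertain. The highest were those of Elovl6 (2.51, standard error 0.18, adjusted p = 9.7e-05 from the same test) and Dmp1 (2.46, standard error 0.12, adjusted p = 1.2e-05 from the same test).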

Transcriptomic analysis of Ocy454 cells after 3 h exposure to FFSS revealed a core group of 369 regulated transcripts (Fig. 2e; Supplementary Dataset 1 for all RNA-seq data). Next, we explored the functional role of HDAC4/5 in FFSS-induced gene expression changes in Ocy454 cells. For this, control and HDAC4/5-deficient (DKO) cells were treated plus/minus FFSS for 3 h followed by RNA-seq. HDAC4/5 DKO cells show intact FFSS-induced p42/44 ERK phosphorylation (Supplementary Fig. 3D); however, these cells fail to regulate the majority FFSS-dependent transcripts (Fig. 2f).

We next sought clues to provide a link between FFSS signaling and HDAC4/5 nuclear translocation in osteocytes. 

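The 15 focal adhesion genes shown in Fig. 2g and the 33 genes of the FAK signature in Fig. 2h were followed in uninfected cells. Both lists were drawn by the authors from genes regulated in these libraries, so their change here does not test the lists. Of the 15 focal adhesion genes, 13 were lower after FFSS and 2 higher, with a median log2 fold change of −1.24. All 15 had an FDR under 0.05 over all genes, and 15 over the list alone. Of the 33 FAK signature genes, 30 were lower and 3 higher, with a median of −1.27, and 33 had an FDR under 0.05 over all genes and over the list alone. With the replicate number as a block (pairing correlation 0.41 across genes) the counts over all genes were again 15 and 33.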

Gene ontology and upstream pathway analysis^50^ of the FFSS-dependent differentially expressed genes suggested that focal adhesion may play an important role in the coordinated gene expression changes that were observed (Fig. 2g, h). Therefore, we asked what effect focal adhesion kinase (FAK) inhibitors (such as PF562271^51^) might have on basal and FFSS-regulated *Sost* expression. In parallel, pharmacologic agents that target other candidate mechanosensitive signaling pathways were tested (UO126 is a MEK inhibitor^52^, PD98059 is a ERK inhibitor^53^, Y-27632 is a ROCK inhibitor^54^, SB431542 is a TGFßR inhibitor^55^, CCG1423 is a MRTF inhibitor^56^, verteporfin is a YAP inhibitor^57^). Indeed, pre-treating Ocy454 cells with FAK inhibitors (PF562271, VS-6063, PF431396) reduced basal Sost expression without cytotoxicity (Fig. 3a) and blocked further FFSS-induced suppression of *Sost* and regulation of other mechanosensitive transcripts (Supplementary Fig. 4A). Consistent with its effects on blocking FFSS-induced *Sost* suppression, PF562271 pretreatment also blocked FFSS-induced HDAC4/5 nuclear translocation (Supplementary Fig. 4B, C). Taken together, the fact that FAK emerged from upstream pathway analysis and studies with inhibitors of candidate mechanotransduction pathways prompted us to focus in more detail on the role of FAK in FFSS-induced *Sost* suppression in osteocytes.

**Fig. 3:**
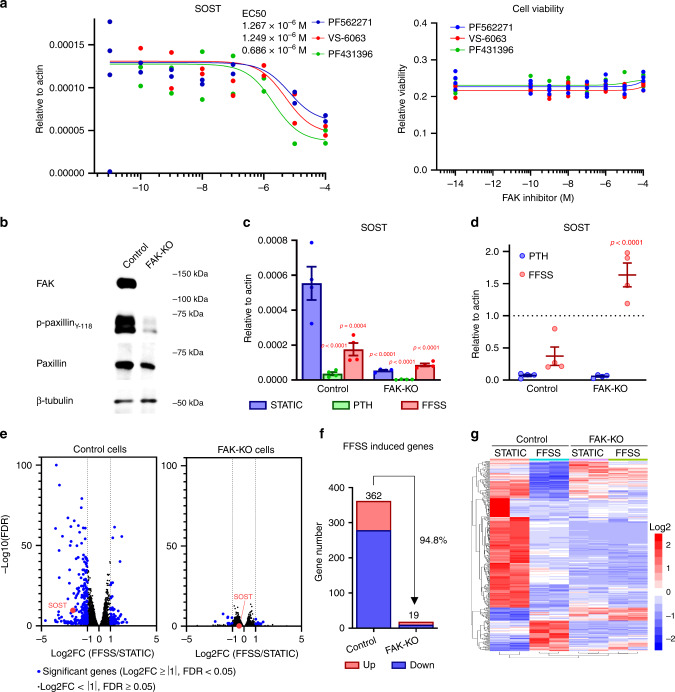
FAK is required for FFSS-induced gene expression changes in osteocytes. **a** Left, *Sost* mRNA expression was assessed after treatment with FAK inhibitors (PF562271, VS-6063, and PF431396) for 4 h (*n* = 2 biologic replicates were performed). All FAK inhibitor treatments reduced *Sost* mRNA expression in Ocy454 cells grown in static conditions. Right, cell viability was measured after 4 h treatment with the indicated FAK inhibitors (*n* = 4 biologic cell replicates were performed). Data are shown with each measured value and best fit curve. **b** Single-cell FAK-KO cells were generated by CRISPR-Cas9. Protein expression of FAK, p-paxillin (Y118), and paxillin in control and FAK gene deleted (FAK-KO) Ocy454 cells. Phospho-paxillin was significantly decreased in FAK-KO cells. Each experiment was independently repeated three times. **c**, **d** Control and FAK-KO cells were as indicated for 3 h followed by RT-qPCR analysis for *Sost*. For PTH treatments, cells were treated under static condition at a PTH 1–34 concentration of 242 nM. While basal Sost levels are reduced in FAK-KO cells, there is no further decrease in response to FFSS. In contrast, PTH further suppresses SOST in FAK-deficient cells. (*n* = 4 biologic cell replicates were performed for RNA analysis) *P*-values adjusted for multiple comparisons are shown versus STATIC condition in control cells. **e** RNA-seq analyses were performed with control and FAK-KO cells treated for 3 h with/without FFSS. Volcano plots representing the effects of FFSS in each cell type (control and FAK-KO) are shown. Differentially expressed genes (DEGs, log2FC > 1 or < −1, FDR < 0.05) are shown as blue points. While many DEGs are noted in response to FFSS in control cells, very few FFSS-induced DEGs are detected in FAK-KO cells. **f** Genes whose expression was significantly changed by FFSS in control and FAK-KO cells. **g** Most FFSS-regulated gene expression changes require the presence of FAK. Heatmap of expression values for DEGs, shown as *Z* scores of log2(CPM) values for a given gene across all samples. Rows, genes; columns, samples of control and FAK-KO single-cell clones. One-way ANOVA followed by Tukey–Kramer post hoc test was used (**c**, **d**). Data are expressed as mean ± SEM. Source data are provided as a Source Data file.

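Sost had 13.2 ± 0.606 CPM (SD, n = 2) in LV control static cells and 2.72 ± 0.711 CPM (SD, n = 2) after FFSS, a log2 fold change of −2.27 (standard error 0.17, adjusted p = 9.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In FAK-KO cells it had 1.48 ± 0.182 CPM (SD, n = 2) in static culture and 1.07 ± 0.537 CPM (SD, n = 2) after FFSS. The log2 fold change of −0.41 there (standard error 0.35, adjusted p = 0.57 from the same test) was not larger than the spread between replicates. Without the second FAK-KO FFSS library it was 0.025, a value with no test. With a different library left out the fall was larger than −0.41, also with no test, so these fits went both ways. The FAK-KO libraries held between 14 and 31 Sost reads. The difference between the FFSS effects in LV control and FAK-KO cells, tested as an interaction, was 1.85 on the log2 scale (adjusted p = 0.0017 from the same test), and 1.86 with the replicate block (adjusted p = 7.2e-04, pairing correlation 0.035). The paper states that most changes under FFSS require FAK (Fig. 3g).

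**Figure D1:**
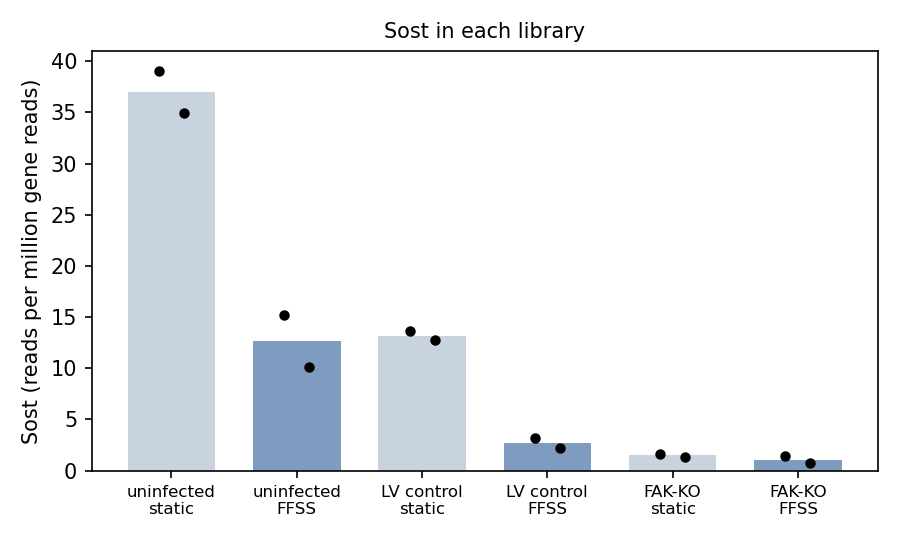
Sost (CPM, vertical axis) in each library of uninfected, LV control and FAK-KO cells, static and after FFSS. Bars are means of 2 cultures and points are single cultures; LV control static cells sit at 12.7 and 13.6 and FAK-KO static cells at 1.35 and 1.61.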

Next, we generated FAK-deficient Ocy454 cells to confirm results seen with pharmacologic FAK inhibitors. As expected, FAK-deficient cells have reduced phosphorylation of the canonical FAK substrate Paxillin at Y118 (Fig. 3b for single-cell FAK-mutant clones and Supplementary Fig. 5A, B for the results with bulk CRISPR/Cas9-mutated cells). Similar to what is observed with PF562271 treatment, FAK-deficient cells show two significant abnormalities at the level of *Sost* expression. First, FAK deficiency significantly reduces basal *Sost* expression. Second, cells lacking FAK fail to regulate *Sost* and the mechanosensitive target gene *Dmp1*^58^ in response to FFSS, but not PTH, treatment (Fig. 3c, d; Supplementary Fig. 5C, D). In addition, FAK inhibitors do not block PTH-induced *Sost* suppression (Supplementary Fig. 5E). Cells lacking FAK show normal (mild) reductions in HDAC4/5 N-terminal serine phosphorylation in response to prolonged FFSS treatment (Supplementary Fig. 6A), again suggesting that FFSS/FAK-mediated SOST suppression occurs via a pathway independent of HDAC4/5 serine phosphorylation. To determine the global role of FAK in gene expression changes in response to mechanotransduction, control and FAK-mutant single-cell clones were exposed to FFSS followed by RNA-seq analysis. 

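Control cells carried the lentiviral vector without a guide RNA (LV control), and FAK-deficient cells (FAK-KO) were of a single-cell clone. Both were rotated at 350 rpm or kept static for 3 h, with 2 cultures per condition. Between 19247415 and 20809138 reads per library were counted on genes. Ptk2, the gene of FAK (ENSMUSG00000022607, chromosome 15 of mm9 from 73035535 to 73253621), had 127.78 and 129.04 CPM in the LV control static libraries and 143.75 and 144.05 CPM in the LV control FFSS libraries. In FAK-KO cells it had 34.7 and 35.4 CPM in the static libraries and 34.1 and 37.4 CPM in the FFSS libraries. Its log2 fold change between FAK-KO static and LV control static cells was −1.95 (standard error 0.06, adjusted p = 8.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).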

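FFSS regulated 310 of 16678 genes in LV control cells, 78 higher and 232 lower, and 9 of 16734 genes in FAK-KO cells, 3 higher and 6 lower. A replicate block changed the numbers to 412 and 7, at pairing correlations of 0.0043 and 0.062 across genes. Among the alternatives, the FAK-KO number ran from 0 with the TREAT test, where 36 genes had an unadjusted p under 0.05, to 41 with edgeR's likelihood ratio test. Without the requirement on the size of the change, 4052 genes in LV control cells and 1064 genes in FAK-KO cells had an FDR under 0.05. The difference between the FFSS effects was tested directly as an interaction of FFSS and genotype over 8 libraries, and 1644 of 15411 genes had an FDR under 0.05 for it. A replicate block gave 1732 (pairing correlation 0.035), and a further requirement of an interaction log2 fold change over 1 left 167. Of the interactions, 927 were positive and 717 negative, and with library totals in place of TMM normalization 777 were positive and 1086 negative. Genes chosen in uninfected cells, whose libraries are in neither comparison, had a median log2 fold change, signed by their direction there, of 0.66 in LV control cells and 0.09 in FAK-KO cells (565 genes). Random lists of the same size matched on expression had medians of 0.13 and 0.02. The share of these genes with the same direction was 90.6% in LV control cells and 62.1% in FAK-KO cells, against 66.0% and 52.7% in random lists. In FAK-KO cells the genes past both thresholds included Adamtsl1 (log2 fold change −1.81, adjusted p = 0.0028 from edgeR's quasi-likelihood test), Egln3 (−1.40, adjusted p = 0.0015 from the same test) and Cd244 (1.03, adjusted p = 0.011 from the same test).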

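The focal adhesion genes of Fig. 2g and the FAK signature of Fig. 2h were chosen by the authors in uninfected cells, so LV control and FAK-KO libraries did not enter that choice. In LV control cells, 13 of the 15 focal adhesion genes and 29 of the 33 FAK signature genes were lower after FFSS, and both lists had a median log2 fold change of −0.58. An FDR under 0.05 over all genes was reached by 14 and 28 genes, and over each list alone by 14 and 31. The camera FDR, over 70 list tests, was 3.3e-05 for focal adhesion, where its alternatives gave 6.0e-06 to 6.7e-04, and 2.3e-20 for the FAK signature, where they gave 1.4e-25 to 0.0054. The lowest of each range came from the fit with the replicate number as a block (pairing correlation 0.0043 across genes). In FAK-KO cells the focal adhesion median was −0.01 (8 of 15 genes lower, camera FDR 0.37, and 0.34 with the block) and the FAK signature median −0.03 (19 of 33 genes lower, camera FDR 0.54, and 0.56 with the block), at a pairing correlation of 0.062. There 2 focal adhesion genes and 7 FAK signature genes had an FDR under 0.05 over all genes, and 2 and 10 over each list alone. Both lists were already lower in FAK-KO static than in LV control static cells. The focal adhesion median was −0.57 (14 of 15 genes lower, camera FDR 0.0012). The FAK signature median was −0.86 (32 of 33 genes lower, camera FDR 2.8e-29). Whether this lower start limited a further fall under FFSS was not tested.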

FAK-deficient cells show normal FFSS-induced p42 ERK phosphorylation (Supplementary Fig. 3D); however, FAK-deficient cells fail to regulate the vast majority of FFSS-sensitive transcripts (Fig. 3e–g). Taken together, these pharmacologic and genetic results support a key role for FAK in mechanosensitive gene expression changes in osteocytes.

### FFSS signaling suppresses FAK activity, and FAK inhibitors mimic many effects of FFSS

Having demonstrated that FAK is crucial for osteocytes to respond to FFSS, we next determined the effects of acute FFSS exposure on FAK activity. Surprisingly, Ocy454 cells (which synthesize large amounts of extracellular matrix^23,47^) show high basal FAK activity when grown under static conditions. FFSS treatment rapidly reduces FAK Y397 autophosphorylation and, consequently, Paxillin Y118 phosphorylation (Fig. 4a). Since FFSS reduces FAK activity, we asked if small-molecule FAK inhibitors might mimic the effects of FFSS. As expected, treating Ocy454 cells with PF562271 or VS-6063^59^ leads to dose-dependent reductions in FAK Y397 autophosphorylation (Fig. 4b). Consistent with our model, FAK inhibitors suppress *Sost* expression in cells grown in static conditions (Fig. 3a) in a HDAC4/5-dependent manner (Fig. 4c). Therefore, the presence of FAK is necessary for FFSS to suppress *Sost*, and FAK inhibition is sufficient to reduce *Sost* even in the absence of FFSS.

**Fig. 4:**
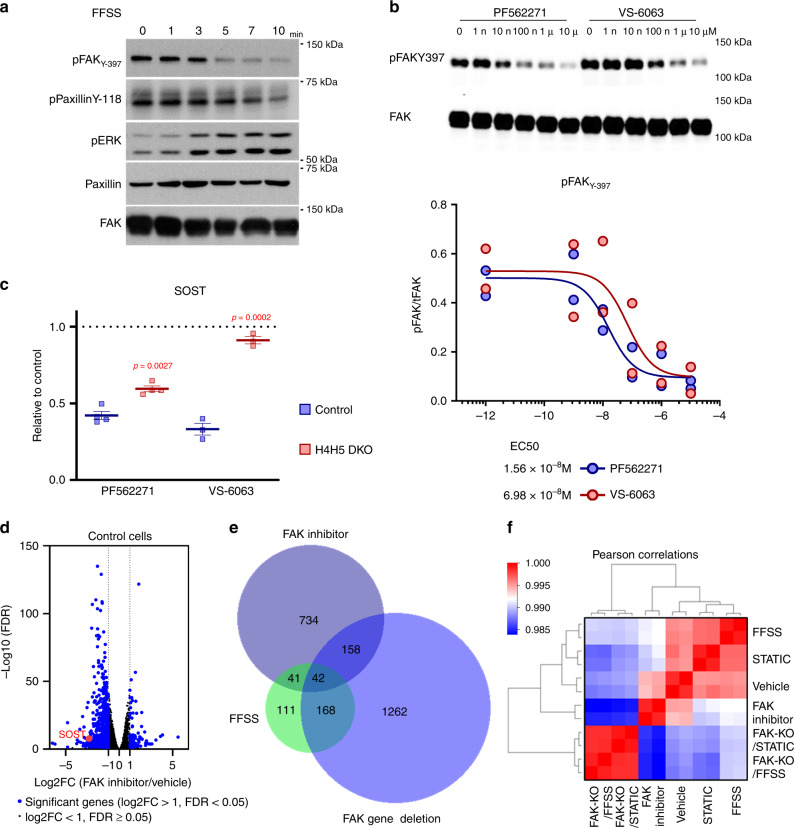
FFSS reduces FAK activity, and FAK inhibitors mimic effect of FFSS. **a** Protein expression of phospho-FAK (Y397), p-paxillin (Y118), and paxillin in Ocy454 cells exposed to FFSS for the indicated times. Phospho-FAK (Y397) was significantly decreased by FFSS within 10 min, and paxillin (the substrate of FAK) phosphorylation was decreased at later time points. **b** Dose responses of FAK inhibitors (PF562271 and VS-6063) on Ocy454 cells. FAK inhibitors were treated with indicated concentrations for 1 h. FAK inhibitors significantly reduced phospho-FAK (y-397) activity. Immunoblotting data are quantified in the bottom graph (*n* = 2 biologic protein replicates were performed). Data are shown with each measured value and best fit curve. **c** Control and HDAC4/5 compound mutant (H4H5-DKO) cells were treated plus/minus FAK inhibitors for 4 h followed by SOST RT-qPCR. H4H5-DKO cells fail to suppress SOST in response to FAK inhibitor treatment. (*n* = 4 RNA replicates for control, and *n* = 3 RNA replicates for H4H5-DKO were performed) *P*-values adjusted for multiple comparisons vs control are shown. **d** A volcano plot of RNA-seq analysis with FAK inhibitor, PF562271. RNA-seq analysis was performed with Ocy454 cells by vehicle and PF562271 treatment for 4 h. Significant genes were determined as log2FC > |1| and FDR < 0.05. **e** A Venn diagram of significantly changed genes among FFSS, FAK inhibitor (PF562271), and FAK gene deletion. FFSS was performed for 3 h with Ocy454 cells infected with a mock sgRNA-expressing lentivirus. Control uninfected Ocy454 cell were treated with FAK inhibitor for 4 h. FAK gene deletion was carried out by CRISPR-Cas9, and single-cell FAK-KO cell line was generated from bulk FAK-KO cell lines with puromycin selection. **f** A Pearson correlation matrix heatmap of RNA-seq analysis. Ocy454 cells were treated with/without FFSS, with/without FAK inhibitor (PF562271), and with/without FAK gene deletion by CRISPR-Cas9. One-way ANOVA followed by Tukey–Kramer post hoc test were used (**c**). Data are expressed as mean ± SEM. Each experiment was repeated three times (**a**, **b**). Source data are provided as a Source Data file.

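Uninfected Ocy454 cells were treated for 4 h with vehicle or with 2.5 µM of the FAK inhibitor PF562271, with 2 cultures each and no rotation. Between 19122839 and 19490463 reads per library were counted on genes, and 16461 genes were tested. PF562271 changed 828 genes by more than 2-fold at an FDR under 0.05, 101 higher and 727 lower. The pairing correlation of replicates was −0.21 across genes. A block by replicate number gave 770 genes, and a block with the replicates crossed, a pairing chosen after seeing the data, gave 859. The TREAT test moved the number most, to 51 genes. Nr4a2 rose (log2 fold change 2.13, standard error 0.19, adjusted p = 0.0016 from edgeR's quasi-likelihood test) and Plin4 was at least 14.0-fold lower (adjusted p = 0.0047 from the same test), with 3 reads in each PF562271 library. Plin4 shares exon sequence with Hdgfrp2, so its count is uncertain. The gene lists of Fig. 2g and 2h did not shift as sets in 1 direction, although single genes changed. An FDR under 0.05 over all genes was reached by 4 of 15 focal adhesion genes, 1 higher and 3 lower, and by 17 of 33 FAK signature genes, 7 higher and 10 lower, and over each list alone by 5 and 19. The focal adhesion median was 0.05 (8 of 15 genes higher, camera FDR 0.79, and 0.69 with the block) and the FAK signature median −0.04 (17 of 33 genes lower, camera FDR 0.78, and 0.66 with the block). With the replicates crossed these FDRs were 0.76 and 0.36.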

Next, we performed RNA-seq to define the global transcriptomic effects of the FAK inhibitor PF562271 in Ocy454 cells (Fig. 4d, 975 genes were regulated >twofold with FDR < 0.05). Consistent with previous RT-qPCR data, *Sost* was detected as a significantly downregulated transcript in this analysis. 

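Sost had 2.51 ± 1.63 CPM (SD, n = 2) with vehicle and 0.334 ± 0.11 CPM (SD, n = 2) with PF562271, from 26 and 71 reads and from 5 and 8 reads. The log2 fold change was −2.81 (standard error 0.64, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from −3.36 to −1.91 with each library left out in turn.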

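FAK-KO static cells differed from LV control static cells in 1814 of 16679 genes, 703 higher and 1111 lower. A replicate block gave 1804, at a pairing correlation of 0.068 across genes. The TREAT test moved this number most, to 820 genes. Epb4.1l3 was at least 409-fold lower (adjusted p = 3.6e-12 from edgeR's quasi-likelihood test) and Dock11 at least 176-fold lower (adjusted p = 8.0e-11 from the same test), since both had at most 1 read in each FAK-KO static library. The highest log2 fold change was that of Cyfip2 (6.27, standard error 0.24, adjusted p = 1.2e-09 from the same test), which had 2 and 6 reads in the LV control static libraries. Cyfip2 shares exon sequence with C030019I05Rik, so its count is uncertain. Sost was lower with FAK deletion, with a log2 fold change of −3.23 (standard error 0.16, adjusted p = 9.1e-09 from the same test). The 3 gene sets were compared over the 15407 genes tested for FFSS in LV control cells, for PF562271 and for FAK deletion.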

Combining inter-related RNA-seq data sets (Fig. 4e), we note that each manipulation (FFSS, FAK deletion, and FAK inhibitor treatment) leads to distinct but overlapping patterns of gene expression changes. First, 200 of the 975 genes regulated by PF562271 were also regulated by FAK gene deletion (*P* < 4.987e-13 for the statistical significance of the overlap between two groups), indicating largely concordant effects between acute pharmacologic and chronic genetic FAK inhibition. 

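Of the 821 PF562271 genes in this background, 129 were also among the 1769 FAK deletion genes, where 94.3 were expected by chance (one-sided exact hypergeometric test, p = 1.1e-04). The direction of change was the same for 88 of the 129 genes, or 68.2%. Most genes of both lists were lower (727 of 828 and 1111 of 1814), which alone favours a shared direction. A chance value for direction was not computed. Of all PF562271 genes tested for FAK deletion, 434 of 823 (52.7%) had the same direction there. Of all FAK deletion genes tested for PF562271, 985 of 1779 (55.4%) did. Under the replicate block (pairing correlations −0.21 and 0.068) 117 genes were shared (exact p = 6.4e-04), and edgeR's likelihood ratio test moved the overlap most, to 197 genes.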

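Of the 300 genes regulated by FFSS in LV control cells in this background, 51 were also regulated by PF562271, where 16.0 were expected by chance (one-sided exact hypergeometric test, p = 1.3e-13). The direction was the same for 38 of them, 37 lower under both and 1 higher under both. Here too most genes of both lists were lower (232 of 310 and 727 of 828), and no chance value for direction was computed. With FFSS genes from uninfected cells, 82 were shared with PF562271 (exact p = 4.6e-16), and the direction was the same for 41 of them, or 50.0%. Under the replicate block (pairing correlations 0.0043 and −0.21) 49 genes were shared (exact p = 3.3e-09).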

Notably, 83 of the 362 genes (including *Sost*) regulated by FFSS are also regulated by PF562271 treatment (*P* < 1.480e-20). Furthermore, 210 of the 362 genes regulated by FFSS were also regulated by FAK deletion (*P* < 9.643e-97). Therefore, this analysis defines a core (nonrandom) set of mechanosensitive transcripts that are FAK-dependent. That being said, many (111/362, 30.7%) mechanosensitive genes are regulated by neither FAK deletion nor PF562271, indicating that additional FAK-independent mechanotransduction signaling arms exist in osteocytes. In addition, expression of many genes regulated by PF562271 or FAK gene deletion are not regulated by FFSS (Fig. 4e, f), indicating that FAK likely controls cellular functions independent of its role in FFSS signaling. 

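Of the same 300 FFSS genes, 158 were regulated by FAK deletion, where 34.4 were expected by chance (one-sided exact hypergeometric test, p = 4.1e-70). The direction was the same for 148 of the 158 genes, 126 lower and 22 higher under both. Under the replicate block (pairing correlations 0.0043 and 0.068) 218 genes were shared (exact p = 1.7e-102). The LV control static libraries serve as the reference of both comparisons. With FFSS genes from uninfected cells, which share no library with FAK deletion, 229 of 571 genes were shared (exact p = 1.4e-72). From these overlaps the paper concludes that a core set of mechanosensitive transcripts depends on FAK.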

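Of the 300 FFSS genes, 115 (38.3%) were regulated by neither FAK deletion nor PF562271, 33 of them higher and 82 lower after FFSS. Under the replicate block (pairing correlations 0.0043, −0.21 and 0.068) it was 153 of 396 genes, or 38.6%. With the FFSS genes of uninfected cells it was 289 of 571 genes, or 50.6%.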

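Of the 1769 FAK deletion genes, 1611 (91.1%) were not regulated by FFSS in LV control cells, and of the 821 PF562271 genes, 770 (93.8%) were not. Pearson's r between the 12 libraries of Fig. 4f was computed across 14795 genes, which are not independent replicates, on log2(CPM + 1). Between replicates of a condition r was 0.997 to 0.998. The lowest value between conditions was 0.962, between a FAK-KO FFSS and a PF562271 library, and it was 0.930 over the genes with at least 1 CPM in every library. FAK-KO FFSS and FAK-KO static libraries had a mean r of 0.997, LV control FFSS and static libraries 0.992, and PF562271 and vehicle libraries 0.987.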

Finally, we cannot rule out the possibility that some basal gene expression changes in response to lentiviral infection per se may occur. However, all RNA-seq studies used cells infected (or not) under identical experimental conditions for side-by-side comparison. Furthermore, principle component analysis of all 28 RNA-seq libraries analyzed here demonstrates only modest effects of lentiviral infection at the transcriptomic level (Supplementary Fig. 6B). 

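Principal components were computed from the 16 libraries analysed here, over the 2889 genes past both thresholds in at least 1 of the 5 comparisons. The first component held 55.8% of the variance and the second 18.0%. The FAK-KO libraries lay at 39.8 to 42.0 on the first component and the other 12 libraries at −20.5 to −5.20. LV control static and uninfected static cells differed by a root mean square log2 difference of 0.59, against 1.17 between LV control static and FAK-KO static cells and 0.49 between LV control FFSS and LV control static cells. These genes include those called for FAK deletion, which raises the distance to FAK-KO cells. Over all genes kept by the filter the 3 distances were 0.44, 0.60 and 0.31. Uninfected FFSS and uninfected static cells differed by 0.64 over the regulated genes and by 0.41 over all genes kept. Vehicle cells differed from uninfected static cells by 0.67 and 0.50, and from LV control static cells by 0.47 and 0.35. Replicates differed by 0.18 to 0.30 over the regulated genes and by 0.15 to 0.28 over all genes kept. In a direct comparison, 935 of 16331 genes passed both thresholds between LV control static and uninfected static cells, 492 higher and 443 lower. With library totals only, 1115 passed, 824 higher and 291 lower, and the median of all genes moved by 0.18 log2. The replicate block gave 1012 genes, at a pairing correlation of 0.20 across genes, and the TREAT test moved the number most, to 117. Sost was lower in LV control static cells (log2 fold change −1.67, standard error 0.10, adjusted p = 1.6e-04 from edgeR's quasi-likelihood test). The uninfected and the LV control cells belong to separate experiments, so infection and experiment cannot be told apart in this comparison. Vehicle-treated cells, uninfected and from another experiment, differed from uninfected static cells in 1167 genes.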

In sum, these results indicate that FFSS signaling in osteocytes inhibits FAK activity, and that FFSS-mediated FAK inhibition is a critical step in downstream regulation of *Sost* and many additional mechanosensitive target genes.

### Fluid-flow shear stress regulates FAK-mediated class IIa HDAC tyrosine phosphorylation

Next, we sought to understand the link between FFSS-induced FAK inhibition and class IIa HDACs. While serine/threonine phosphorylation is known to regulate class IIa HDAC subcellular localization^22^, tyrosine phosphorylation of these proteins has not been studied to date. Phosphotyrosine immunoprecipitation leads to recovery of endogenous HDAC4 and HDAC5 in Ocy454 cells, and rapid (10 min) FFSS treatment reduces this association (Fig. 5a). Furthermore, a specific phosphotyrosine immunoreactive species at the expected HDAC5 size (140 kDa) is recovered by FLAG-HDAC5 immunoprecipitation, and is reduced by FFSS (Fig. 5b). Similarly, FLAG-HDAC4 immunoprecipitates with phosphotyrosine antibodies in a manner that was enhanced by vanadate and reduced by PF562271 treatment (Fig. 5c). Since both FAK inhibitors and FFSS (which inhibits FAK) both reduce class IIa HDAC tyrosine phosphorylation, these results suggest that class IIa HDACs are tyrosine-phosphorylated in cells in a FAK-dependent manner.

**Fig. 5:**
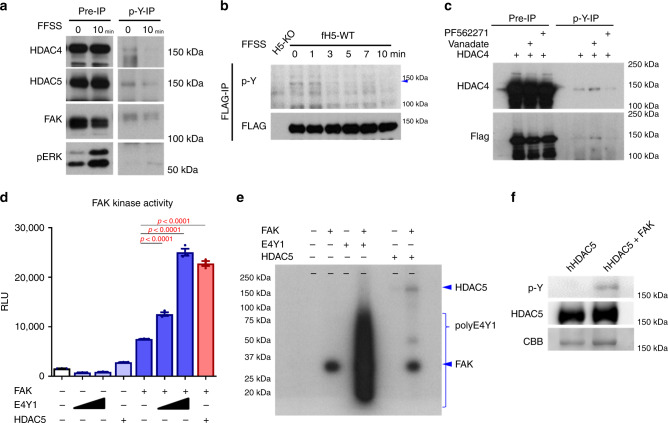
FAK-mediated class IIa HDACs tyrosine phosphorylation is regulated by FFSS. **a** Immunoprecipitation by anti-phosphotyrosine (referred to as “p-Y-1000” throughout) antibody. FFSS was performed for 10 min with Ocy454 cells. Phosphotyrosine immunoprecipitation was performed on cell lysates treated as indicated, and protein expression was determined by western blotting. FFSS reduced HDAC4 and HDAC5 with p-Y-1000 immunoprecipitation. **b** FLAG immunoprecipitation was performed in HDAC5-deficient cells stably expressing FLAG-HDAC5, subjected to FFSS for times as indicated. phospho-HDAC5 was decreased in a time-dependent manner. **c** HEK293T cells were transfected with FLAG-HDAC4, then treated for one hour as indicated with PF562271 (10 µM) or vanadate (1 mM) followed by phosphotyrosine immunoprecipitation and then immunoblotting. Tyrosine-phosphorylated HDAC4 was increased by vanadate treatment and decreased by FAK inhibitor treatment. *P*-values adjusted for multiple comparisons vs control are shown. **d** FAK kinase activity was measured by ADP-Glo kinase assay. E4Y1 (poly(Glu)/poly(Tyr) ratio of 4:1) polypeptides were used as a control substrate of FAK tyrosine kinase. Increased FAK kinase activity was detected when recombinant human HDAC5 protein was used as a substrate. **e** Recombinant human HDAC5 and E4Y1 (a control substrate) were incubated with ɣ-32P-ATP and FAK tyrosine kinase for 1 h, then separate by SDS-PAGE followed by autoradiography. FAK treatment showed ɣ-32P-ATP-positive band at the expected HDAC5 recombinant protein size. **f** Kinase assay reactions as in **e** were separated by SDS-PAGE followed by immunoblotting as indicated. CBB indicates Coomassie Brilliant Blue stain. One-way ANOVA followed by Tukey–Kramer post hoc test was used (**d**). Data are expressed as mean ± SEM. Each experiment was repeated three times (**a–c, e, f**). Source data are provided as a Source Data file.

Recombinant proteins were then used to see if FAK could directly phosphorylate class IIa HDAC proteins. First, FAK-dependent HDAC4 and HDAC5 phosphorylation was observed in bioluminescent-based kinase assays (Fig. 5d; Supplementary Fig. 7A, B, E4Y1 polymers are used as a positive control FAK substrate, and FAK inhibitors, as expected, block FAK-mediated HDAC5 phosphorylation). To directly visualize FAK-dependent class IIa HDAC phosphorylation, γ^32^P-ATP kinase assays were performed which demonstrate FAK-mediated HDAC5 phosphorylation (Fig. 5e). To complement these studies, in vitro kinase assays were analyzed by phosphotyrosine immunoblotting (Fig. 5f), which again show direct FAK-dependent HDAC5 phosphorylation in vitro.

Finally, recombinant full-length HDAC5 (expressed in Sf9 cells) phosphorylated by FAK in vitro was subjected to chymotryptic digestion followed by mass spectrometry to identify direct phosphorylation site(s). No tyrosine-phosphorylated sites were observed in recombinant HDAC5 in the absence of FAK treatment (Fig. 6a). In contrast, FAK-induced HDAC5 tyrosine phosphorylation is only detected at residue Y642 (Fig. 6b; Supplementary Fig. 7C, Ascore value for FAK-dependent HDAC5 Y642 phosphorylation is 35.0), a consensus FAK phosphorylation site^60^. FAK-dependent phosphotyrosine content was significantly reduced in a HDAC5 Y642F mutant compared with WT HDAC5 (Supplementary Fig. 7D, E). Next, we generated and immunopurified antisera that recognizes HDAC5 phosphorylated at Y642 (Fig. 6c; Supplementary Fig. 7F; this antisera does not recognize HDAC5 Y642F, and no immunoreactive bands are noted in HDAC5-deficient cells). In osteocytes, we note that HDAC5 Y642 phosphorylation is reduced by FAK inhibitors, FAK gene deletion, and FFSS achieved both by rotating platform and laminar flow chambers (8 dynes/cm^2^) (Fig. 6d; Supplementary Fig. 7G, H). To test the functional role of HDAC5 Y642 phosphorylation in osteocytes, we re-introduced HDAC5^Y642F^ into HDAC5-deficient Ocy454 cells via lentiviral transduction (Fig. 6e). Compared with WT HDAC5, HDAC5^Y642F^ shows increased nuclear localization as assessed by subcellular fractionation and immunofluorescence (Fig. 6f, g). Consistent with this, HDAC5^Y642F^ suppresses SOST expression more potently than WT HDAC5 when the two variants are re-introduced into HDAC5-deficient cells (Fig. 6h). Taken together, these results indicate that class IIa HDACs are tyrosine-phosphorylated in a FAK-dependent, FFSS-sensitive manner. FAK-mediated HDAC4/5 tyrosine phosphorylation is likely to play a key role in determining class IIa HDAC subcellular localization, as evidenced by dramatic alterations in HDAC4/5 immunocytochemistry staining observed in FAK-deficient cells (Supplementary Fig. 6C).

**Fig. 6:**
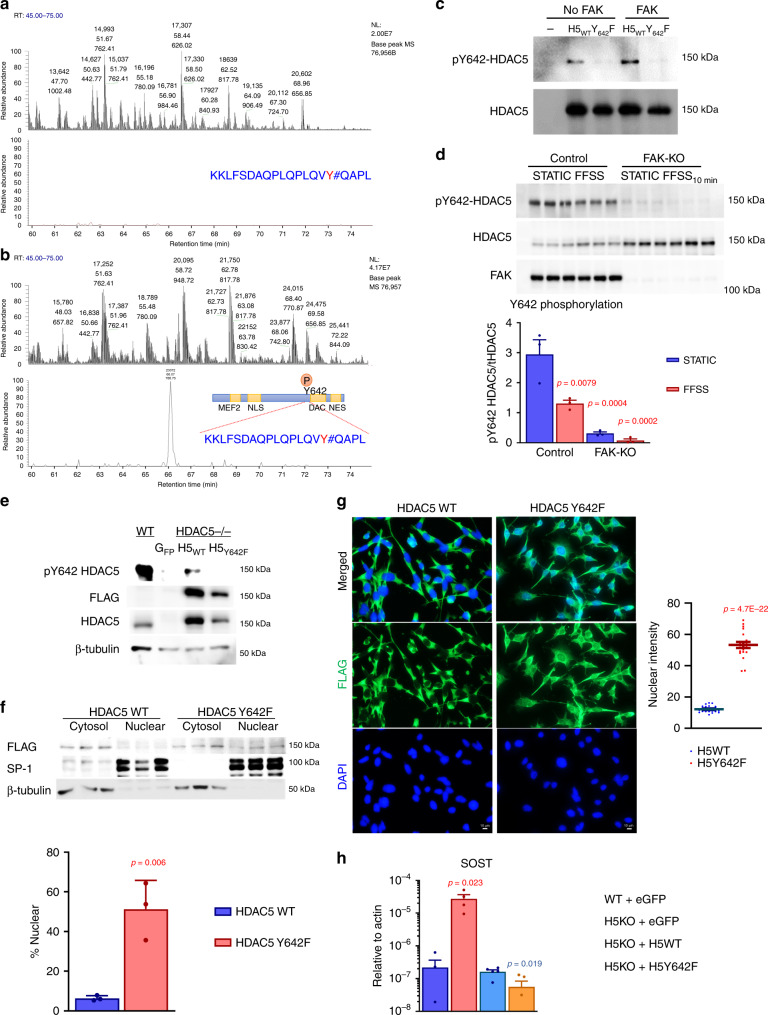
FAK-dependent HDAC5 Y642 phosphorylation controls HDAC5 function and SOST expression. **a**, **b** Recombinant HDAC5 was phosphorylated in vitro by FAK followed by phospho-modification analysis by mass spectrometry. Tyrosine 642 on HDAC5 was phosphorylated in a FAK-dependent manner. Top panel: the total base peak chromatogram of the chymotrypsin digested HDAC5 in the absence of FAK treatment (**a**) or presence of FAK treatment (**b**). Bottom panel: extracted ion chromatogram for the m/z value (788.75) of the phosphorylated peptide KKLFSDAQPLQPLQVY#QAPL (# symbol represents phosphorylation) demonstrating the ability to detect the phosphorylated peptide upon FAK treatment (**b**). **c** 293T cells were transfected with FLAG-tagged WT and Y642F HDAC5 cDNAs followed by anti-FLAG immunoprecipitation and then elution with FLAG peptide. Eluted protein was then used as a substrate for in vitro kinase assays plus/minus recombinant FAK followed by immunoblotting as indicated. HDAC5 WT, but not Y642F mutant, is recognized by HDAC5 pY642 antibody. Each experiment was repeated three times. **d** Control and single-cell FAK-knockout cells were treated plus/minus FFSS (10 min) followed by immunoblotting as indicated. HDAC5 Y642 phosphorylation is reduced by FFSS, and dramatically reduced in FAK-mutant cells, as quantified in the bottom panel. (*n* = 3 biologic replicates for protein were performed) *P*-values adjusted for multiple comparisons vs control in STATIC conditions are shown. **e** HDAC5-deficient Ocy454 cells were reconstituted with FLAG-tagged lentiviral constructs followed by immunoblotting as indicated. **f** Lentiviral reconstituted HDAC5-deficient cells were subjected to subcellular fractionation followed by immunoblotting as indicated. The percentage of the total FLAG-HDAC5 (WT or Y642F) in the nuclear fraction was measured by densitometry. (*n* = 3 biologic replicates for protein were performed) *P*-values vs HDAC5 WT. **g** Cells as in **f** were subjected to anti-FLAG immunocytochemistry. Nuclear FLAG intensity was quantified (*n* = 20 cells were analyzed). HDAC5^Y642F^ shows increased nuclear localization compared to HDAC5^WT^ grown under identical conditions. **h** Cells as in **f** were grown at 37 °C for 14 days. RNA was isolated for RT-qPCR. HDAC5-deficient cells show increased SOST expression which is reduced to a greater extent by HDAC5^Y642F^ than HDAC5^WT^ reconstitution. (*n* = 4 biologic replicates for RNA for WT + eGFP and H5KO + eGFP) *P*-values (red) vs WT + eGFP. (*n* = 5 biologic replicates for RNA for H5KO + H5WT and H5KO + H5Y642F) *P*-values (blue) vs H5KO + H5WT. Two-sided unpaired *t* test (**f**, **h**) and one-way ANOVA followed by Tukey–Kramer post hoc test (**d**) were used. Data are expressed as mean ± SEM. Source data are provided as a Source Data file.

### Constitutive outside-in integrin signaling regulates the FAK/class IIa HDAC/Sost axis in osteocytes

In many systems, FAK activity is constitutively low, then activated by increased cell-matrix interactions^43^. Osteocytes are somewhat unique in that their dendritic projections are constitutively tethered to bone matrix^4^. In fact, one popular model of osteocyte mechanotransduction is that loading-induced changes in FFSS across osteocyte dendrites leads to transient disruptions in cell/matrix association^25^. Like many osteoblastic/osteocytic cell lines, Ocy454 cells produce high levels of the extracellular matrix^23,47^. Therefore, we hypothesized that constitutive outside-in ECM/integrin signaling leads to basal FAK activity in Ocy454 cells, which may be disrupted by FFSS. To test this model, cells were treated with the RGD peptide cilengitide^61^ to disrupt integrin/ECM interactions. As predicted, cilengtide regulates expression of FFSS-responsive genes (including *Sost*) in a manner similar to (though less potent than) FAK inhibitors (Fig. 7a). Cilengtide-mediated *Sost* regulation in Ocy454 and Saos2 cells is accompanied by time- and dose-dependent reductions in FAK activity, as measured by FAK Y397 autophosphorylation, Paxillin Y118 phosphorylation, and HDAC5 Y642 phosphorylation (Fig. 7b, d). Here, human Saos2 cells were also used due to species-dependent effects of RGD peptides^62^. Cilengitide-mediated *Sost* suppression is HDAC4/5-dependent (Fig. 7e), similar to what we observed with mechanical loading (Fig. 1d), FFSS (Fig. 2a), and FAK inhibitors (Fig. 4c).

**Fig. 7:**
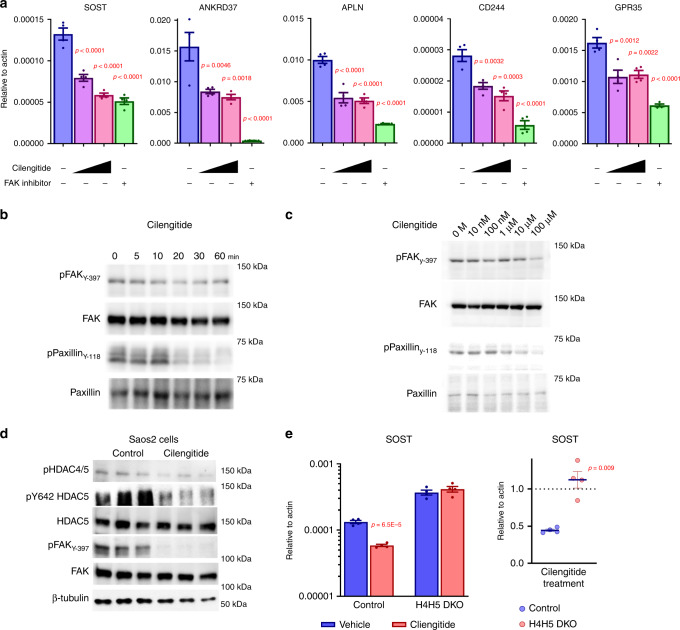
RGD peptide blocks FAK activity and reduce Sost in a HDAC4/5-dependent manner. **a** Ocy454 cells were treated with cilengitide (10 µM and 50 µM) or PF562271 (10 µM) for 4 h, followed by RT-qPCR for FFSS-regulated genes as indicated. Both cilengitide and PF562271 regulate expression of FFSS-responsive genes. (*n* = 4 biologic replicates for RNA) *P*-values adjusted for multiple comparisons vs controls are shown. **b** Cells were treated with cilengitide (50 µM) for the indicated times followed by immunoblotting. **c** Cells were treated with the indicated doses of cilengitide (1 h) followed by immunoblotting. pHDAC4/5 immunoblotting was performed using an antibody that recognizes HDAC4 pS246 and HDAC5 pS259. **d** Saos2 cells were treated with cilengitide (100 µM) for 60 min followed by immunoblotting. **e** WT and HDAC4/5 double-knockout (H4H5-DKO) cells were treated with vehicle or cilengitide (50 µM) for 4 h followed by *Sost* RT-qPCR. Cilengitide treatment decreased *Sost* expression in control cells, but not in H4H5-DKO cells. (*n* = 4 biologic replicates for RNA) *P*-values vs control in the left and right panels. Two-sided unpaired *t* test **e** and one-way ANOVA followed by Tukey–Kramer post hoc test (**a**) were used. Data are expressed as mean ± SEM. Each experiment was repeated three times (**b**–**d**). Source data are provided as a Source Data file.

Ocy454 cells express multiple integrin isoforms predicted to bind collagen-rich ECM (Supplementary Fig. 8A, B). Deletion of single integrin isoforms failed to fully recapitulate the low *Sost* phenotype seen in FAK-mutant cells (Supplementary Fig. 8C), indicating potential redundancy amongst integrin isoforms responsible for the effects of FFSS and cilengitide.

### FAK inhibitors mimic the effects of mechanical loading in vivo

Finally, we sought to test the effects of small molecule FAK inhibitors on osteocyte gene expression in vivo. Mice were treated with a single intraperitoneal injection of VS-6063 (60 mg/kg) and sacrificed 5 h later. VS-6063 activity was first confirmed by demonstrating reduced FAK Y397 autophosphorylation in liver extracts (Fig. 8a, each lane shows liver extracts from a different mouse) and bone tissue (Fig. 8c). RT-qPCR was then performed on cortical bone for *Sost*, and additional genes previously demonstrated to be regulated by FFSS and FAK inhibitors in Ocy454 cells. Consistent with our in vitro cell culture data, in vivo VS-6063 treatment significantly regulates expression of *Sost*, *Ankrd37*, *Apln*, *Mss51*, and *Hoxb5* (Fig. 8b), all in the predicted direction. Consistent with reduced *Sost* mRNA, VS-6063 treatment reduced sclerostin levels by osteocytes in situ (Fig. 8d).

**Fig. 8:**
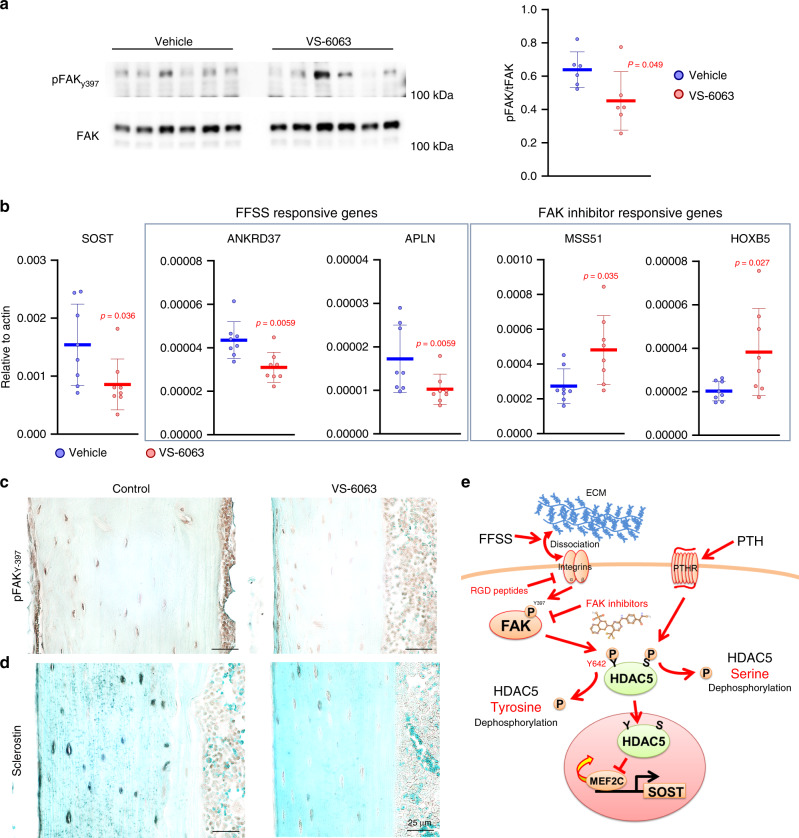
FAK inhibitors reduce osteocytic Sost expression in vivo. **a** FAK inhibitor (VS-6063) was administrated by single intraperitoneal injection (60 mg kg^−1^), and liver protein lysates were collected 5 h later and then subjected to immunoblotting as indicated. *P*-values vs vehicle. *N* = 6. **b** Cortical bone RNA was isolated after acute VS-6063 treated followed by RT-qPCR as indicated. FAK inhibitor significantly regulated expression of FFSS- and FAK inhibitor-sensitive transcripts. FFSS-responsive genes are those that were regulated by FFSS in vitro in our RNA-seq results. FAK inhibitor responsive genes are those that were upregulated by PF562271 in vitro in our RNA-seq results. *P*-values vs vehicle, *n* = 8 mice. **c**, **d** Immunohistochemistry was performed on tibia samples from mice in (**a**) and (**b**). Immunohistochemistry of mouse long bone. **c** phospho-FAK (Y397) and **d** Sclerostin levels were downregulated by FAK inhibitor treatment. **e** Model demonstrating the effects of fluid-flow shear stress (FFSS)-mediated gene regulation in osteocytes, see text for details. Data are expressed as mean ± SEM. Each experiment was repeated three times (**c**, **d**). Source data are provided as a Source Data file.

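Genes measured by RT-qPCR in Figs. 7a and 8b were followed in the cultured cells. With PF562271, Mss51 rose (log2 fold change 1.94, standard error 0.36, adjusted p = 0.011 from edgeR's quasi-likelihood test) and Hoxb5 rose (2.58, standard error 0.52, adjusted p = 0.015 from the same test). Hoxb5 shares exon sequence with 0610040B09Rik, so its count is uncertain. Under FFSS in uninfected cells, Apln fell (−3.69, standard error 0.14, adjusted p = 2.0e-06 from the same test) and Cd244 rose (1.48, standard error 0.23, adjusted p = 0.0049 from the same test). In LV control cells their log2 fold changes were −3.44 and 1.33, and that of Gpr35 was −3.71. With PF562271, no change was detected in Apln (0.00, adjusted p = 0.99 from the same test), Gpr35 fell (−2.33, adjusted p = 0.0017 from the same test), and Cd244 fell (−1.33, adjusted p = 0.012 from the same test), the opposite of its change under FFSS. Ankrd37 fell with PF562271 (−0.98, standard error 0.21, adjusted p = 0.019 from the same test) as it did under FFSS (−6.50 in uninfected and −3.78 in LV control cells). With a replicate block its adjusted p with PF562271 was 0.0074 (pairing correlation −0.21), with no filter 0.061, and the range over alternatives was 2.1e-05 to 1. Ankrd37 shares exon sequence with Lrp2bp and Ufsp2, so its count is uncertain. Under FFSS no change was detected in Hoxb5 (0.63 in uninfected and −0.18 in LV control cells, adjusted p = 0.51 and 0.83 from the same test) or in Mss51 (0.50 and 0.14, adjusted p = 0.37 and 0.73 from the same test). In FAK-KO cells under FFSS, Ankrd37 fell (−1.41, adjusted p = 0.0062 from the same test) and Cd244 rose (1.03, adjusted p = 0.011 from the same test). The RT-qPCR genes had a median of −0.45 there, with 6 of 7 lower (camera FDR 0.0050, and 0.083 with fry). Part of the FFSS response of these genes thus remained in FAK-KO cells, though smaller.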

Taken together, these results support a model (Fig. 8e) in which constitutive outside-in matrix/integrin signaling leads to basal FAK activation in osteocytes. FAK can directly phosphorylate class IIa HDACs and regulate their subcellular localization. FFSS disrupts cell/matrix interactions and therefore transiently blocks FAK-mediated class IIa HDAC tyrosine phosphorylation. Class IIa HDACs play a crucial role in FFSS-mediated *Sost* suppression. Our data suggest multiple potential interventions (RGD peptides and FAK inhibitors) to simulate or augment osteocyte mechanotransduction.

## Discussion

Sensing changes in diverse mechanical cues is crucial in physiology and pathophysiology^63^. Of all mechanosensitive cell types, osteocytes are relatively unique in that they are deeply buried within ECM-rich mineralized bone tissue. Therefore, osteocytes are well-suited to adapt to dynamic, mechanosensitive changes in cell/matrix interactions. Here, we observe that high basal FAK activity in osteocytes is blocked by disrupting cell/matrix interactions with RGD peptides, and that cilengitide treatment triggers HDAC4/5-mediated *Sost* suppression. Moreover, FAK directly phosphorylates HDAC4 and HDAC5, indicating that tyrosine phosphorylation of class IIa HDACs represents a mechanism controlling the subcellular localization of these key MEF2-regulating factors.

Previous studies have demonstrated that dynamic changes in serine/threonine class IIa HDAC phosphorylation are linked to changes in 14-3-3 binding and subcellular localization. Upstream signaling pathways including cAMP/protein kinase A/salt-inducible kinases^24,64^ and calcium/calmodulin-dependent kinases^65^ lead to HDAC4/5 serine/threonine phosphorylation and cytoplasmic retention. Here, we demonstrate that FAK-mediated tyrosine phosphorylation also controls HDAC4/5 subcellular localization. Class IIa HDACs are well-poised to integrate gene expression changes in response to diverse hormonal and mechanical cues. Interestingly, previous studies have suggested that FFSS signaling in other cell types (endothelial cells and renal epithelial cells) trigger class IIa HDAC movement from the nucleus to the cytoplasm^66–68^. Therefore, it is likely that the distinct mechanisms through which mechanical cues control class IIa HDAC subcellular localization are likely to be cell type-specific, and controlled by the nature of cell/matrix interactions in a particular cell and tissue type. This observation is internally consistent with our in vivo observations. At the strain magnitude induced in this study, the cantilever bending model is characterized by the induction of periosteal osteoblast function^44^. Though many aspects of mechanical loading (including direct tissue strain and secondary interstitial fluid flow) are known to be anabolic to bone cells, it is not possible to decouple these stimuli in vivo. However, in this context, the heterogeneous fluid-flow stimuli induced via external skeletal loading^69–71^ is one stimulus known to activate both osteocytes and differentially activate bone surface cells^72^. The precise link between the osteocyte mechanotransduction signaling cascade described here and skeletal responses to loading in vivo remains to be unraveled.

Here, we identified Y642 as a FAK-dependent HDAC5 tyrosine phosphorylation site in vitro and in cultured osteocytes. FAK-mutant cells show increased HDAC5 nuclear localization. However, the precise role of HDAC5 Y642 phosphorylation in controlling its subcellular localization remains to be determined. We note that Y642 is in close proximity to HDAC5 S661, a site that when phosphorylated leads to 14-3-3 binding and cytoplasmic HDAC5 retention^73^. Future studies are needed to define the exact role of HDAC5 tyrosine phosphorylation at this site, and to determine the relationship between Y642 phosphorylation and nearby serine 661 phosphorylation and 14-3-3 binding. Furthermore, future studies are required to understand the mechanism through which FAK deficiency results in increased HDAC5 mRNA (Supplementary Dataset 1) and protein (Fig. 6d) levels.

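Hdac5 (ENSMUSG00000008855, chromosome 11 of mm9 from 102055746 to 102091480) had 108 ± 7.21 CPM (SD, n = 2) in LV control static cells and 158 ± 4.55 CPM (SD, n = 2) in FAK-KO static cells. The log2 fold change was 0.47 (standard error 0.06, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test over all genes and 4.1e-06 over the 4 class IIa HDAC genes). Hdac4 rose by 0.28 (standard error 0.07, adjusted p = 0.0043 from the same test), and Hdac7 fell by 0.74 (standard error 0.06, adjusted p = 8.7e-07 from the same test). Hdac4 and Hdac7 share exon sequence with other genes, so their counts are uncertain. Under FFSS, Hdac5 fell by 0.89 in uninfected cells, by 0.65 in LV control cells and by 0.24 in FAK-KO cells. In FAK-KO cells the standard error was 0.06 and the adjusted p 0.037 over all genes and 0.0074 over the 4 genes, both from the same test. A replicate block gave 0.058 over all genes (pairing correlation 0.062), and the alternatives ranged from 0.0076 to 1. The difference between the FFSS effects in LV control and FAK-KO cells, tested as an interaction, was 0.40 (adjusted p = 0.0038 from the same test, and 0.0024 with the block at a pairing correlation of 0.035).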

Of the four class IIa HDAC proteins, only HDAC5 is linked to bone mass in mice^23^ and humans^74^. HDAC9 expression is exceptionally low in Ocy454 cells (Supplementary Dataset 1), and compound deletion of both HDAC4 and HDAC5 is sufficient to block loading-induced bone formation (Fig. 1a) and FFSS-induced sclerostin suppression (Fig. 2A). 

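Hdac9 had 8.51 and 8.66 CPM in uninfected static libraries and 10.5 and 10.1 CPM in LV control static libraries, against 1.04 and 1.20 CPM in FAK-KO static libraries. Its log2 fold change with FAK deletion was −3.27 (standard error 0.18, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test). In LV control static cells, the mean was 44.4 CPM for Hdac4 and 84.4 CPM for Hdac7.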

While we cannot exclude a function for HDAC7 in osteocyte mechanotransduction, our current data support a model for a major functional role of HDAC5 (with potential compensation from HDAC4) in FFSS-induced sclerostin suppression. Our compound HDAC4/5 mutant mice lack HDAC5 globally and HDAC4 in DMP1-Cre-expressing cells (mainly mature osteoblasts and osteocytes). Therefore, we acknowledge the possibility that extra-skeletal HDAC5 expression may contribute to the phenotypes observed in vivo in Fig. 1. However, our Ocy454 cell data strongly suggests an osteocyte-intrinsic role for this protein.

While it is possible that type I collagen fibers (which are highly abundant in bone ECM) are a ligand that promotes outside-in integrin/FAK signaling in osteocytes, non-collagenous bone matrix proteins such as fibronectin and osteopontin are also highly expressed by Ocy454 cells^24^. Cilengitide can inhibit both αvß3 and α5ß1-containing integrin heterodimers (which both bind fibronectin and osteopontin) with nanomolar IC_50_ values^61^, supporting the use of this RGD peptide in our studies. The precise identity of the ECM component/receptor pair that drives basal FAK signaling in osteocytes remains to be determined. Moreover, other relevant non-fibrillar FAK-activating integrin ligands may exist. One interesting example is Irisin, a myokine whose secretion is increased in response to exercise^75^. Recently, Irisin-mediated FAK activation in osteocytes was suggested downstream of binding to an αV/ß5 integrin receptor^76^. Irisin-triggered FAK activation in osteocytes was reported to increased *Sost* levels, findings consistent with our model here that FAK inhibition reduces *Sost* expression. Therefore, our current work provides a conceptual framework to explore future studies investigating the relationship between FFSS and Irisin signaling in osteocytes.

As detailed above, multiple upstream signaling pathways are engaged as osteocytes respond to external cues^4^. Since *Sost* gene regulation is central to the skeletal response to loading in vivo, we have focused on characterizing the signaling steps that are necessary for FFSS-induced *Sost* suppression in vitro and in vivo. That being said, FAK- and class IIa HDAC-independent osteocyte mechanotransduction mechanisms are likely to exist, just as *Sost*-independent skeletal adaptation has been reported^77^. In addition to integrating our current findings with previously-described membrane proximal changes in response to FFSS in osteocytes, future studies will be needed to better understand how local dynamic changes in FAK activity in osteocyte dendrites ultimately reach the nucleus to regulate gene expression. Recently, the mechanosensitive cation channel Piezo1 has been shown to play a key role in skeletal homeostasis^78–81^. However, direct links between mechano-dependent Piezo1 signaling and the FFSS/FAK/HDAC5/SOST axis described here remain to be determined.

FAK is a broadly expressed cytosolic tyrosine kinase. Previous studies identified a mechanotransduction-independent role of FAK in regulating osteocyte cell survival^82^. Moreover, FAK-deficient osteoblasts fail to induce immediate early genes in response to fluid flow in vitro^83^. FAK conditional knockout mice using Col1a1-Cre were reported to show no skeletal phenotype at baseline or in response to external loading^84^. However, these studies did not assess deletion efficiency with Col1a1-Cre (which is known to be inefficient for certain “floxed” alleles) or compensation by the closely related kinase Pyk2. In addition, Pyk2 is highly expressed in osteoclasts and plays a key role in osteoclast cytoskeletal reorganization during bone resorption^85^. A FAK/PYK2 inhibitor (PF431396) showed increases bone formation and bone mass in female rats subjected to surgical removal of the ovaries^86^. In this study, the mechanism by which PF431396 increases bone formation was not fully understood. Our current work (see Fig. 8) indicates that lowering sclerostin levels may be a part of the osteoanabolic mechanism associated with systemic FAK inhibitor treatment. FAK inhibitors are currently under investigation for cancer^87^ and tissue fibrosis^88^. FAK inhibitors quickly reduce phosphorylation levels of FAK substrates, suggesting that high constitutive cellular phosphatase activity is present. Indeed, rapid “on/off” phosphorylation–dephosphorylation cycles are thought to contribute to rapid and robust cellular signaling output (reviewed in REF. ^89^). Based on their ability to mimic effects of FFSS in osteocytes, bone-targeted FAK inhibitors may represent anabolic osteoporosis treatment agents.

Taken together, our results demonstrate that a FAK/class IIa HDAC axis plays a crucial role in osteocyte mechanotransduction in vitro and in vivo. These findings highlight a central role for class IIa HDACs as signaling molecules that integrate inputs from a wide variety of external cues into gene expression changes. Moreover, this work opens up avenues toward modulating osteocytic sclerostin production to boost bone mass for diseases, including osteoporosis.

## Methods

### Genetically modified mice

All animals were housed in the Center for Comparative Medicine at the Massachusetts General Hospital (21.9 ± 0.8 °C, 45 ± 15% humidity, and 12-h light cycle 7 am–7 pm), and all experiments were approved by the hospital’s Subcommittee on Research Animal Care. The following published genetically modified strains were used: *Hdac4* floxed mice (RRID: MGI:4418117)^90^, germline *Hdac5*-deficient mice (RRID: MGI:3056065)^91^, and DMP1-Cre mice (RRID: MGI:3784520)^92^. Mice were backcrossed to C57BL/6 mice for at least seven generations. Floxed littermates without Cre were used as wild-type controls. Genotypes were determined by PCR using primers described in SupplementaRY Dataset 2. Power calculations were performed based on pilot experiments.

### Chemicals

Chemical reagents U0126 (Cell Signaling Technology, #9903), PD98059 (Cell Signaling Technology, #9900), Y-27632 (Cell Signaling Technology, #13624), SB431542 (Selleckchem, S1067), CCG1423 (Selleckchem, S7719), verteporfin (Sigma, SML0534). VS-6064 (Selleckchem, S7654), PF431396 (Selleckchem, S7644), PF562271 (Selleckchem, S2890), and Vanadate (New England Biolabs, P0758) were used at doses and times indicated in figure legends. All compounds were dissolved in DMSO.

### In vivo FAK inhibitor treatment

To assess the acute effect by FAK inhibitors (VS-6063), C57BL/6 mice at 6–7-weeks old were treated with a single intraperitoneal administration at 60 mg kg^−1^ (dissolved in sunflower oil).

### In vivo loading studies

For the acute and long-term mechanical loading studies, wild-type, HDAC4 conditional knockout (cKO, HDAC4^f/f^; DMP1-Cre), HDAC5 knockout, and double-knockout (DKO, HDAC4^f/f^; HDAC5^−/−^; DMP1-Cre) female mice (20 wk) underwent cyclical loading of their right tibia using a noninvasive murine tibial cantilever bending device (SupplementaRY Fig. 1^93^). With the mouse anesthetized with inhaled isoflurane (2%), the proximal tibia is secured via a gripping bracket. A loading tine was then used to apply force to the distal tibia (medial/lateral plane) via a computer controlled linear force actuator. As described previously^44^, we used beam theory to estimate the end load required to induce a given magnitude of peak normal strain at the mid-shaft of each mouse (2500 µε). Mice were assigned to either acute (three loading bouts on consecutive days) or long-term (nine loading interventions, three bouts/week) protocols, and, in both studies, were sacrificed 24 h after the final round of loading. Each loading bout consisted of 100 cycles applied at 1 Hz. For the acute protocol, cortical bone RNA was isolated and *Sost* expression determined by RT-qPCR. Mice assigned to the 3-week protocol received Calcein labels on d10 and d19. Periosteal osteoblastic activity was determined by characterizing periosteal mineralizing surface (p.MS/BS), mineral apposition rates (p.MAR) and periosteal bone formation rate (p.BFR/BS) at the tibia mid-shaft of contralateral (left) and experimentally loaded (right) tibia using standard dynamic histomorphometry procedures via a custom ImageJ software^94,95^.

### Dynamic skeletal histomorphometry

All mice received intraperitoneal calcein injections (15 mg/kg) 11 days and 2 days prior to sacrifice. As in previous studies^44^, right and left tibiae were dissected, and 300-μm-thick sections spanning the tibia mid-shaft were obtained via a Struers minitome. Sections were hand ground to 100 μm. Digital images were obtained via fluorescent microscopy, and were blinded and dynamic histomorphometry outcomes assessed for both endocortical and periosteal surfaces. Specifically, we determined s.LS (peripheral Single-Labeling surface), d.LS (peripheral double-labeling surface), and interlabel thickness (Ir.L.Th) for each surfaces. From these data, mineralizing surface (MS; MS = (dLS + sLS/)/bone surface [BS] × 100), MAR (mineral apposition rate (MAR; MAR = Ir.L.Th/interlabel time period [Ir.L.t]), and bone-mineral formation rate (BFR; BFR = MAR × MS/BS) were calculated per ASBMR guidelines^96^.

### Femur micro-CT and mechanical testing

Micro-CT imaging was performed on a bench-top scanner (µCT 40, Scanco Medical AG, Brutisellen, Switzerland) to measure the morphology of the femoral mid-diaphysis prior to mechanical testing (Scanning parameters: 10-μm isotropic voxel, 70 kVp, 114 mA, 200-ms integration time). A 500-μm long region of the mid-diaphysis was scanned, bone segmented from surrounding tissue using a threshold of 700 mgHA/cm^3^ and the geometry of the cortex analyzed using the Scanco Evaluation Program. Femora were mechanically tested in three-point bending using a materials testing machine (Electroforce 3230, Bose Corporation, Eden Prairie, MN). The bending fixture had a bottom span length of 8 mm. The test was performed in displacement control moving at a rate of 0.03 mm/s with force and displacement data collected at 50 Hz. All bones were positioned in the same orientation during testing with the cranial surface resting on the supports and being loaded in tension. Bending rigidity (EI, N-mm^2^), apparent modulus of elasticity (E_app_, MPa), and ultimate moment (M_ult_, N-mm) were calculated based on the force and displacement data from the tests and the mid-diaphysis geometry measured with μCT. Bending rigidity was calculated using the linear portion of the force-displacement curve. The minimum moment of inertia (I_min_) was used when calculating the apparent modulus of elasticity.

### Cell culture

A single-cell sub-clone of Ocy454 cells^23^ was used for all experiments. Saos2 cells were from ATCC. Cells were passaged in alpha-MEM supplemented with heat inactivated 10% fetal bovine serum and 1% antibiotic–antimycotic (Gibco^TM^) at 33 °C with 5% CO_2_. Cells were seeded at 50,000 cells/mL and allowed to reach confluency at 33 °C in 2–3 days. Then, cells were transferred from 33 °C to 37 °C to inactivate the temperature-sensitive T antigen and facilitate osteocytic differentiation. For protein and gene expression analyses, cells were analyzed after culture at 37 °C for 14–21 days. Cells were routinely assessed by *Sost* and *Dmp1* expression at 37 °C and examined for osteocytic morphology. For FFSS experiments, cells were changed to medium containing HEPES (25 mM) the day prior to experiments. Cells were placed on a Thermomixer platform (Eppendorf, ThermoMixer R) heated to 37 °C and subjected to orbital rotation (350 rpm, ~6.56 dynes/cm^2^) followed by RNA or protein isolation. For two-dimensional laminar fluid shear stress, Ocy454 cells were plated on glass microscope culture slides (Flexcell International Corp.) at 2 × 10^5^ cells/ml and allowed to grow at the permissive temperature (33 °C) for 3 days. Subsequently, slides were moved to 37 °C for an additional culturing time (11–14 days). Medium was changed for static slides, or slides were loaded into the laminar fluid-flow shear stress device (Flexcell Streamer, Flexcell International Corp.) connected to an electronically controlled peristaltic pump with pulse dampers integrated into the flow circuit to allow for continuous unidirectional shear stress of 8 dynes/cm^2^ for 45 min.

For experiments in 293T cells, 1 µg of FLAG-hHDAC4 plasmid (Addgene 30485) was transfected using Fugene HD (Promega). Forty-eight hours later, protein lysate was collected with 1 mL of TNT (Tris-NaCl-Tween buffer, 20 mM Tris-HCl pH 8, 200 mM NaCl, 0.5% Triton X-100 containing protease inhibitors (PI), 1 mM NaF, 1 mM DTT, 1 mM vanadate). Fifty µL of protein lysate was saved as “pre-IP” sample. The remaining protein lysate was incubated with 1 µg of p-Y-1000 antibody (Cell Signaling Technology, #8954) overnight after which 50 µL protein A/G agarose beads (Pierce, #20421) were added and rotated for 2 h. TNT buffer was washed two times containing PI, NaF, DTT, and vanadate. After spinning down beads, sample was suspended 50 µL SDS sample buffer and heated at 95 °C for 5 min. For FLAG IP experiments, HDAC5-KO Ocy454 cells (see lentiviral transduction and CRISPR-cas9-mediated gene deletion) were infected with lenti-GFP or lenti-FLAG-human HDAC5 vectors. Cells were analyzed after culture at 37 °C for 14–21 days, and were subjected to FFSS. Protein lysate was collected with TNT buffer (containing PI, NaF, DTT, and vanadate), and incubated with anti-FLAG affinity gel (Bimake, Houston, TX, B23101) overnight to purify FLAG-hHDAC5 proteins for p-Y-1000 immunoblotting.

### Lentiviral transduction and CRISPR/Cas9-mediated gene deletion

For sgRNA experiments, Ocy454 cells were stably transduced with a blasticidin-resistant Cas9 expressing lentivirus which caused no discernable effects on sclerostin production, PTH responsiveness, or FFSS-responsiveness. sgRNA sequences were subcloned into pLentiGuide-Puro (Addgene; plasmid# 52963) plasmid (see Supplementary Dataset 2 for sgRNA sequences used). To design sgRNA target sequences, we used “Design sgRNA for CRISPRko” web tool (http://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design) and selected top two guide sequences for cloning. To produce lentiviruses, Ocy454 cells transfected with pLentiGuide, psPAX2 (Addgene; plasmid #12260), and MD2.G (Addgene; plasmid #12259) using Fugene HD (Promega, WI, US). Medium was changed the next day, and then collected 48 h later. Cells were exposed to lentiviral particles overnight at 33 °C in the presence of polybrene (2.5 µg mL^−1^). Media was then changed with puromycin (4 µg mL^−1^) and blasticidin (5 µg mL^−1^). Cells were maintained in selection medium throughout the duration of the experiment. Some bulk cell populations were seeded in 96-well plates at 0.2 cell/well. Media were changed twice a week, and 3 weeks later single-cell colonies were identified by microscopy. Single-cell-derived colonies were expanded and analyzed for loss of target protein expression by immunoblotting. For FAK CRISPR-KO experiments, at least six independent clones from each bulk sgRNA cell line were tested by immunoblotting, and clones with 100% protein deletion were used for experiments. Consistent results with respect to reduced SOST expression were seen in all single-cell clones where FAK protein was absent by immunoblotting. FAK-KO clone 1–4 (FAK-KO c1–4), derived from the bulk population of cells transduced with sgRNA-1, was used for subsequent experiments. Control cells were transduced with an empty sgRNA-expressing lentivirus.

HDAC5-deficient cells as described^23^ were infected with FLAG-tagged HDAC5 variants in a pLX_311 backbone (Addgene plasmid 118018) followed by blasticidin selection. HDAC5 S259/498A mutant cDNA was obtained from Addgene (plasmid 32216), HDAC5 Y642F construct was synthesized de novo (VectorBuilder).

### RNA isolation and transcript analyses

The total RNA was collected from cultured cells using QIAshredder (QIAGEN) and PureLink RNA mini kit (Invitrogen^TM^) following the manufacturer’s instructions. Quickly, lysis buffer with 2-mercaptoethanol was added to cold PBS-washed cells and collected into QIAshredder, then centrifuged at 15,000 *g* for 3 min. The flow-through was collected into a new tube, and RNA isolation was carried out with PureLink RNA mini kit following the manufacturer’s instructions. For long bone isolation, mice were sacrificed, and both tibias (for mechanical loading tests) and both femurs (for FAK inhibitor treatment) were dissected out. Soft tissue was removed, and epiphysis cut. Bone marrow cells were removed by centrifugation and flushing with cold DPBS. The bone samples were quickly snap frozen in liquid nitrogen and stored at −80 °C. RNA was extracted by tissue blender with TRIzol (Life technologies) following the manufacture’s instruction, and further purification was performed with PureLink RNA mini column. For qRT-PCR, cDNA was prepared with 750 ng of RNA using the Primescript RT kit (Takara Inc.) and analyzed with PerfeCa^®^ SYBR^®^ Green FAstMix^®^ ROX (Quanta bio) in the StepOnePlus^TM^ Real-time PCR System (Applied Biosystems) using specific primers designed for each targeted gene. Relative expression was calculated using the 2^−∆∆CT^ method by normalizing with β-actin housekeeping gene expression, and presented as fold increase relative to β-actin.

### Cell viability assays

Ocy454 cells were cultured in 96-well plates at 37 °C for 7 days, and then were treated with different doses of FAK inhibitors (PF562271, VS-6063 and PF431396) for 4 h. After treatment, media was changed, and cells were incubated for 1 h at 37 °C with fresh 10% PrestoBlue solution (PrestoBlue^TM^ Viability Reagent, Life technologies) containing culture media (alpha-MEM supplemented with heat inactivated 10% fetal bovine serum and 1% antibiotic–antimycotic, Gibco^TM^). Absorbance was read at 570 nm (resavurin-based color change) and 600 nm (background) to calculate cell viability per the instructions of the manufacturer.

### RNA-seq analysis and bioinformatics

RNA sequencing was conducted using a BGISEQ500 platform (BGI, Shenzhen, China)^97^. Briefly, RNA samples with RIN values >8.0 were used for downstream library construction. mRNAs were isolated by PAGE, followed by adaptor ligation and RT with PCR amplification. PCR products were again purified by PAGE, and dissolved in EB solution. Double-stranded PCR products were heat denatured and circularized by the splint oligo sequence. The ssCir DNA was formatted as the final sequencing library, and validated on bioanalyzer (Agilent 2100) prior to sequencing. The library was amplified with phi29 to general DNA nanoballs (DNBs), which were loaded into the patterned nanoarray followed by SE50 sequencing. On average, we obtained 20 M reads per bone RNA sample. Sequencing reads were mapped by the STAR aligner^98^ to the mm9 reference genome using Ensembl annotation. Gene expression counts (CPM or RPKM) were calculated using HTSeq v.0.6.0^99^. Genes with expression counts of zero for two or more samples were removed. Differential expression analysis was performed using EgdeR package^100^ based on the criteria of more than twofold change in expression value versus control and false discovery rates (FDR) < 0.05. For the heatmap shown in Fig. 3g, log2[CPM] values are used to calculate mean and variance along the gene axes across all samples. The heatmap.2 function from the gplots package was used to generate the heatmap in terms of *Z* scores. The expression across gene axis (rows) was scaled with the scaledata function using the color code indicated in the figure legends. Genes and samples were reordered by hierarchical clustering. The RNA-seq data have been deposited to GEO under accession numbers GSE139604 and GSE144265. Supplementary Dataset 1 shows RPKM, log2FC, and FDR values for all RNA-seq studies performed. Supplementary Dataset 3 shows quality control metrics for all libraries that were sequenced.

Analysis of gene ontology enrichment among 369 differentially expressed genes (DEGs) was performed using Enrichr (https://amp.pharm.mssm.edu/Enrichr/) on the GO Cellular Component 2017b set. The combined EnrichR score based on Z scores and P-values was used in graphic representation. In addition, the pathway enrichment analysis among DEGs was performed using the GeneXplain 4.8 and Ingenuity pathway analysis (IPA) tools, with statistical significance of enrichment visualized as −log10(*P*-value). Statistical significance of the overlap between lists of DEGs was assessed by hypergeometric test based on 12,849 expressed genes using an online tool (nemates.org/MA/progs/overlap_stats.html).

### Western blotting

Whole-cell lysates were prepared using TNT (Tris-NaCl-Tween buffer, 20 mM Tris-HCl pH 8, 200 mM NaCl, 0.5% Triton X-100 containing protease inhibitor (PI), 1 mM NaF, 1 mM DTT, 1 mM vanadate). Adherent cells were washed with ice cold PBS, then scraped into TNT buffer on ice. Material was then transferred into Eppendorf tubes kept on ice, vortexed at top speed for 30 s, then centrifuged at 14,000 *g* for 6 min at 4 °C. For subcellular fractionation, cells were initially resuspended in hypotonic lysis buffer (20 mM HEPES, 10 mM KCl, 1 mM MgCl2, 0.1% Triton X-100, 5% glycerol supplemented with DTT, protease inhibitors, and phosphatase inhibitors) for 5 min on ice. Nuclear pellets were spun down at 5000 *g* for 5 min, and the supernatant was saved as the cytoplasmic lysate. Thereafter, the nuclear pellet was washed once in 1 mL of hypotonic lysis buffer. The nuclear pellet was then resuspended in hypertonic lysis buffer (20 mM HEPES, 400 mM NaCl, 1 mM EDTA, 0.1% Triton X-100, 5% glycerol supplemented with DTT, protease inhibitors, and phosphatase inhibitors), followed by vortexing twice for 30 s. Debris was spun down at 14,000 *g* for 5 min, and the supernatant was saved as the nuclear lysate. For immunoblotting, lysates or immunoprecipitates were separated by SDS-PAGE, and proteins were transferred to the nitrocellulose. Membranes were blocked with 5% milk in tris-buffered saline plus 0.05% Tween-20 (TBST) and incubated with primary antibody overnight at 4 °C. The next day, membranes were washed, incubated with appropriate HRP-coupled secondary antibodies, and signals detected with ECL Western Blotting Substrate (Pierce), ECL Plus Western Blotting Substrate (Pierce), or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo scientific). The primary antibodies were FAK (1:1000, Cell Signaling Technology, 13009), p-FAK(Y397) (1:500, Cell Signaling Technology, 8556), phospho-Paxillin (1:250, Cell Signaling Technology, 2541), Paxillin (1:500, Cell Signaling Technology, 12065), HDAC4 (1:1000, Abcam, ab12172), phospho-HDAC4/5/7 (S246/S259/S155) (1:250, Cell Signaling Technology, 3443), DYKDDDDK tag (1:1000, Cell Signaling Technology, 2368), p-p44/42 MAPK (T202/Y204) (pERK) (1:500, Cell Signaling Technology, 9101), p44/42 MAPK (Erk1/2) (1:1000, Cell Signaling Technology, 9102), p-Y-1000 (1:1000, Cell Signaling Technology, 8954), and beta-tubulin (1:250, Cell Signaling Technology, 5346). The HDAC5 pY642 antibody (1:1000) was produced using YenZym Antibodies’ P-site™ Antibody Service protocol. The antibody was raised and affinity-purified against pTyr642-HDAC5, Hu #634~648 (QPLQPLQV-pY-QAPLSL-amide) and affinity-absorbed against the non-phosphorylated peptide to remove the cross-reactive antibody population. Uncropped western blots are available in the Source Data File.

### Immunohistochemistry (IHC)

Fomalin-fixed paraffin-embedded decalcified tibia sections were obtained from long-term loading treated mice and FAK inhibitor (VS-6063, 60 mg kg^−1^) treated mice with their control groups. For anti-sclerostin immunohistochemistry, antigen retrieval was performed using proteinase K (20 µg mL^−1^) for 15 min at room temperature. Endogenous peroxidases were quenched, and slides were blocked in TNB buffer (Perkin Elmer), then stained with anti-sclerostin biotinylated antibody at a concentration of 1:50 overnight at 4 °C. Sections were washed with TBST 3 times, and incubated with HRP-coupled secondary antibodies, signals amplified using tyramide sinal amplification and HRP detection was performed using 3,3′-diaminobenzidine (DAB, Vector) for 5–10 min. Slides were counterstained with 0.02% fast green staining solution or hematoxylin. For anti-active ß-catenin immunohistochemistry, a similar protocol was followed except trypsin (10 min at 37 °C) was used for antigen retrieval. Quantification of sclerostin-positive osteocytes was performed by using ImageJ software on the blind-test manner. Quantification of active ß-catenin-positive periosteal cells was performed in a similar manner using ImageJ. Here, hematoxylin counter staining was used to identify periosteal cells, defined as flat cells present on periosteal surfaces. The primary antibodies were goat anti-mSOST biotinylated (1:50, R&D systems, BAF1589), rabbit anti-non-phospho (active) β-catenin (Ser33/37/Thr41) (1:50, Cell Signaling Technology, 8814), and rabbit p-FAK (Y397) (1:50, Cell Signaling Technology, 8556).

### Immunocytochemistry

Ocy454 cells were seeded in a eight-chamber polystyrene vessel tissue culture-treated glass slides, and cultured at 37 °C for 14 days. Immediately after Fluid-Flow Shear Stress treatment, cells were fixed with cold acetone at −20 °C for 10 min. After three times washing with DPBS, cells were blocked with 1.5% bovine serum albumin (BSA) in DPBS for 30 min. Then, slides were incubated with primary antibodies in blocking buffer (1.5% BSA in DPBS) at 4 °C overnight. After three times washing with DPBS, secondary antibodies conjugated with donkey anti-mouse IgG with Alexa 488 (1:200 Life Technologies, A-21202) and donkey anti-rabbit IgG with Alexa 568 (1:200 Life Technologies, A10042) at 1:200 dilution by blocking buffer were incubated at room temperature for 2 h. DAPI staining (Invitrogen^TM^) was performed following the manufacturer’s instructions before mounting coverslips (#1.5) with Fluoromount-G^®^ (SouthernBiotech). The primary antibodies were mouse anti-HDAC5 (C-11) (1:50, Santa Cruz Biotechnology, sc-133225), rabbit anti-HDAC4 (1:50, Abcam, ab12174), mouse anti-FLAG (1:50, SIGMA, F1804).

### Phosphorylation analysis by LC-MS/MS

Excised gel bands were cut into ~1-mm^3^ pieces. The samples were reduced with 1 mM DTT for 30 min at 60 °C and then alkylated with 5 mM iodoacetamide for 15 min in the dark at room temperature. Gel pieces were then subjected to a modified in-gel chymotrypsin (Thermo Scientific) digestion procedure^101^. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/µl modified sequencing-grade chymotrypsin (Promega, Madison, WI) at 4 °C. Samples were then placed in a 37 °C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were then dried in a speed-vac (~1 h). The samples were then stored at 4 °C until analysis.

On the day of analysis, the samples were reconstituted in 5–10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nanoscale reverse-phase HPLC capillary column was created by packing 2.6-µm C18 spherical silica beads into a fused silica capillary (100-µm inner diameter × ~30-cm length) with a flame-drawn tip^102^. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed, and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid).

As each peptide was eluted, they were subjected to electrospray ionization and then they entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, San Jose, CA). Eluting peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein or translated nucleotide databases with the acquired fragmentation pattern by the software program, Sequest (ThermoFinnigan, San Jose, CA)^103^. The modification of 79.9663 mass units to serine, threonine, and tyrosine was included in the database searches to determine phosphopeptides. Phosphorylation assignments were determined by the Ascore algorithm^104^. All databases include a reversed version of all the sequences, and the data were filtered between 1 and 2% peptide false discovery rate. Supplementary Dataset 4 contains all raw LC-MS/MS data.

### FAK kinase ADP-Glo assay

ADP-Glo kinase assay (Promega, V9101) was performed to measure FAK kinase activity. E4Y1 (poly(Glu)/poly(Tyr) ratio of 4:1) polypeptides and active FAK tyrosine kinase were also obtained from Promega (V1971). Control substrate (E4Y1), recombinant human full-length HDAC5 protein (SIGMA, SRP0107), or recombinant human full-length HDAC4 (Abnova, H00009759-P01) were incubated with active FAK with 50 µM ATP in 1× kinase reaction buffer (Promega, V1971) at room temperature for 1 h. Then, the produced ADP was converted by ADP-Glo reagent to ATP. The amount of original consumed ATP by kinase reaction was determined with KD buffer by luminometer. FAK inhibitors (PF562271, VS-6063, PF431396) were incubated with FAK and the substrates for 1 h.

### ɣ-p32-ATP radioisotope FAK kinase assay

Recombinant human HDAC5 and E4Y1 (a control substrate) were incubated with 1 µl of 10uCi/µl ɣ-32P-ATP (Perkin Elmer,BLU502A), 1 µl of 0.1 µg/µl FAK tyrosine kinase, 1× protease inhibitor (biochem.com), and 1 mM vanadate (NEB) in 1× kinase reaction buffer (Promega, V1971) for 1 h at room temperature. All kinase reacted protein samples were boiled with 2-mercaptoethanol containing sample buffer for 5 min and loaded into 8% polyacrylamide gels. Radioactive gels were dried overnight at room temperature using Promega gel drying kit (Promega, V7120). The dried gels were exposed to radiography films for 3 h to 24 h. All radioactive isotopes and their procedures are regulated by Radiation Safety Department at Massachusetts General Hospital.

### Data collection and analysis

Data were collected using Windows 10, Microsoft Excel for Office 365, StepOne Software v2.3, Zeiss Zen software 2.6, Epson scan 3.9.4.7US, and Azure biosystems cSeries capture software 1.9.7.0802. The data were analyzed by Windows 10, Microsoft Excel for Office 365, Microsoft Word for Office 365, GraphPad Prism 8.4.2, StepOne Software v2.3, NIH ImageJ 1.52a, EgdeR package 3.24.1, Enrichr (https://amp.pharm.mssm.edu/Enrichr/) version January 7th, 2020, GeneXplain version 4.8, ingenuity pathway analysis (Build version: 430520 M Content version: 31813283), Overlap stats (nemates.org/MA/progs/overlap_stats.html) version 2019, Sequest (SRF v.5), and HTSeq 0.9.1.

### Statistical analyses

All statistical analyses were performed by GraphPad Prism 9 for Windows (GraphPad Software Inc, USA). Variables were tested by either two-tailed *t* test or Tukey test. Values were expressed as mean ± SEM unless otherwise stated. A *P*-value < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information Files). The RNA-seq data have been deposited to GEO under accession numbers GSE139604 and GSE144265. Source data underlying all figures are provided as a Source Data File. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A FAK/HDAC5 signaling axis controls osteocyte mechanotransduction
**Source:** Nat Commun. 2020 Jul 1;11:3282. doi: 10.1038/s41467-020-17099-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figure 1

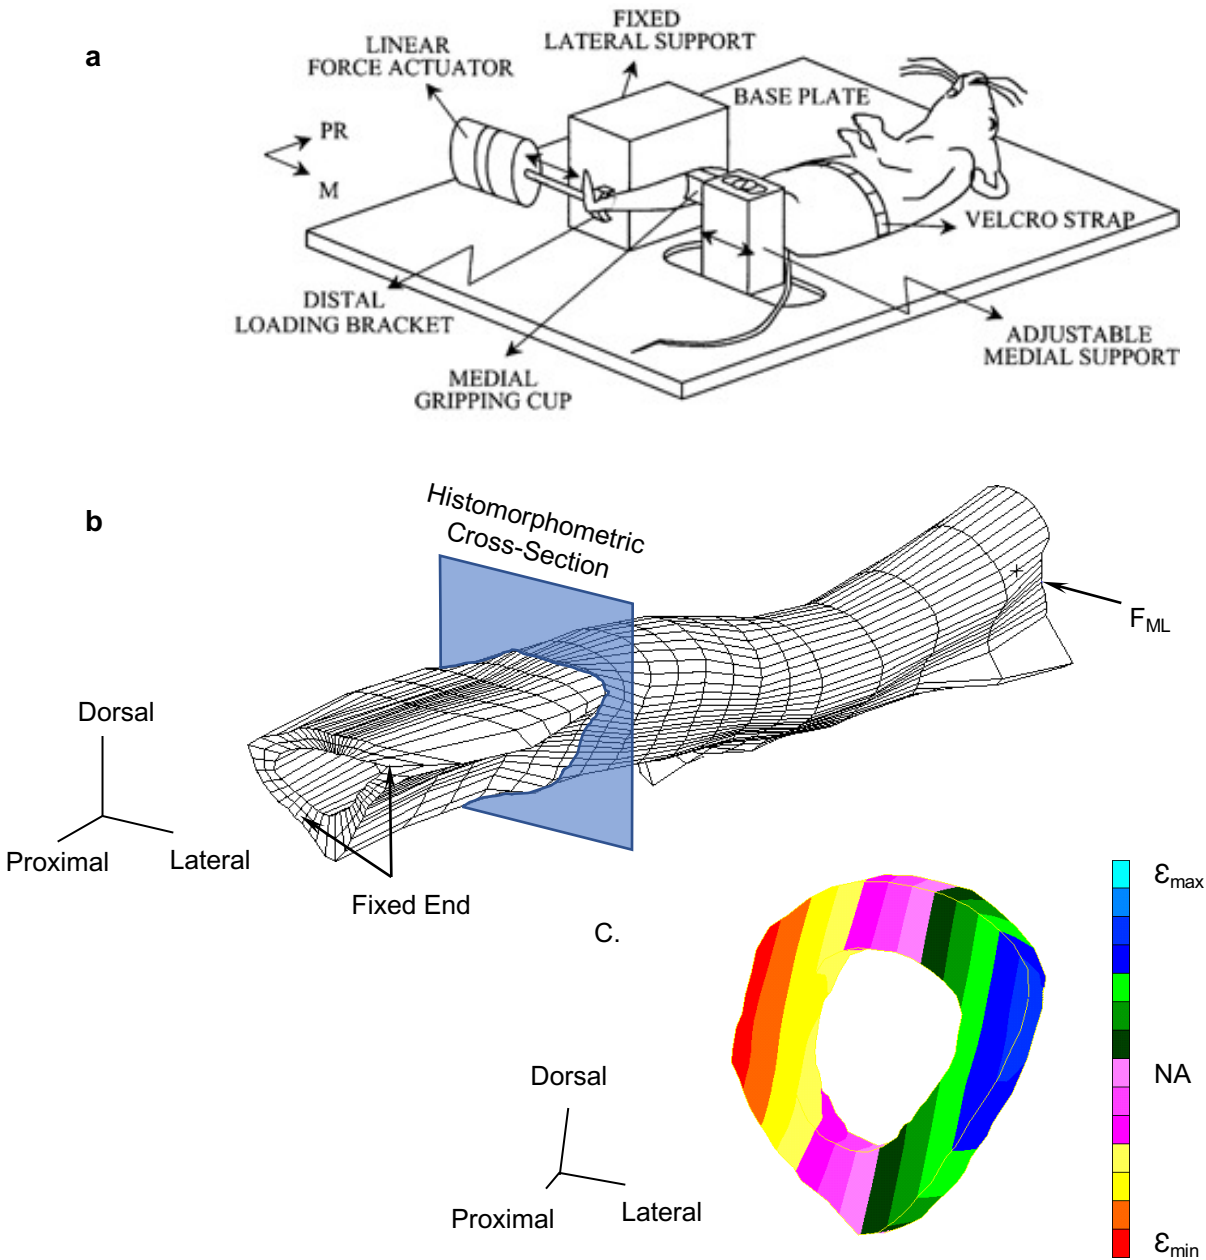

### **Supplemental Figure 1**

(a) Schematic of cantilever bending loading device illustrating mechanical stimulation of the right tibia via a computer-controlled actuator that applies load to the lateral surface of the distal tibia (with permission from (93)). (b) MicroCT based finite element model of mouse tibia used to quantify normal strain distribution induced when the tibia is placed in cantilever bending via end loading (FML, per (93)). The FE mesh is aligned opposite of (a), with the fixed proximal end of the tibia to the left in order to visualize the application of force to the distal tibia. (c) Normal strain distribution was calculated in the tibia mid-shaft at the site of histomorphometric analysis (2.5 mm proximal to tibia-fibula junction). The induced bending environment places the lateral cortex in compression ( $\epsilon_{\max}$ ), the medial cortex in tension ( $\epsilon_{\min}$ ), with the neutral axis noted in pink (i.e., 0 normal strain). This orientation of the neutral axis acting on the tibia midshaft, although achieved via exogenous loading in this study, closely resembles that induced during free ambulation (1, 2).

Supplemental Figure 2 (related to Figure 1)

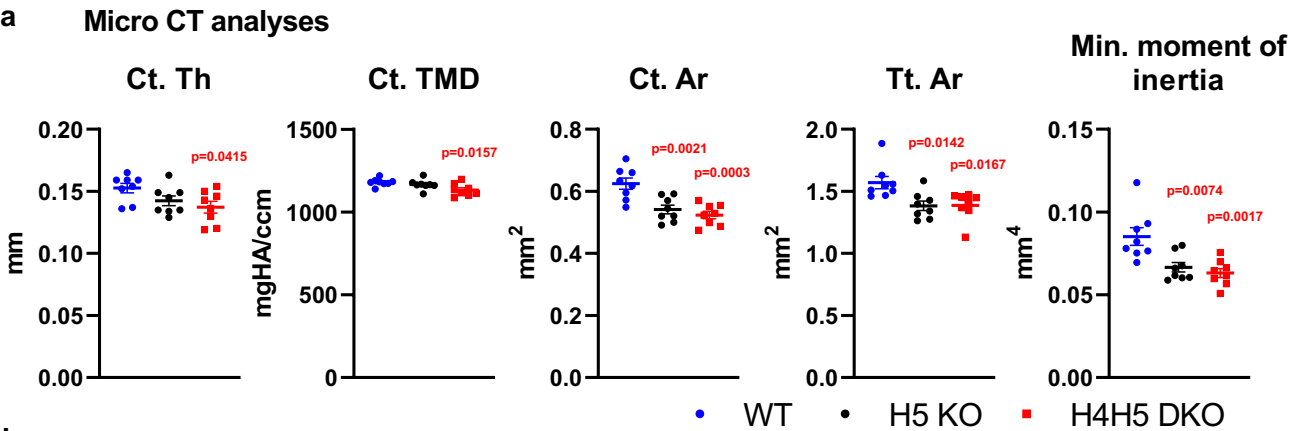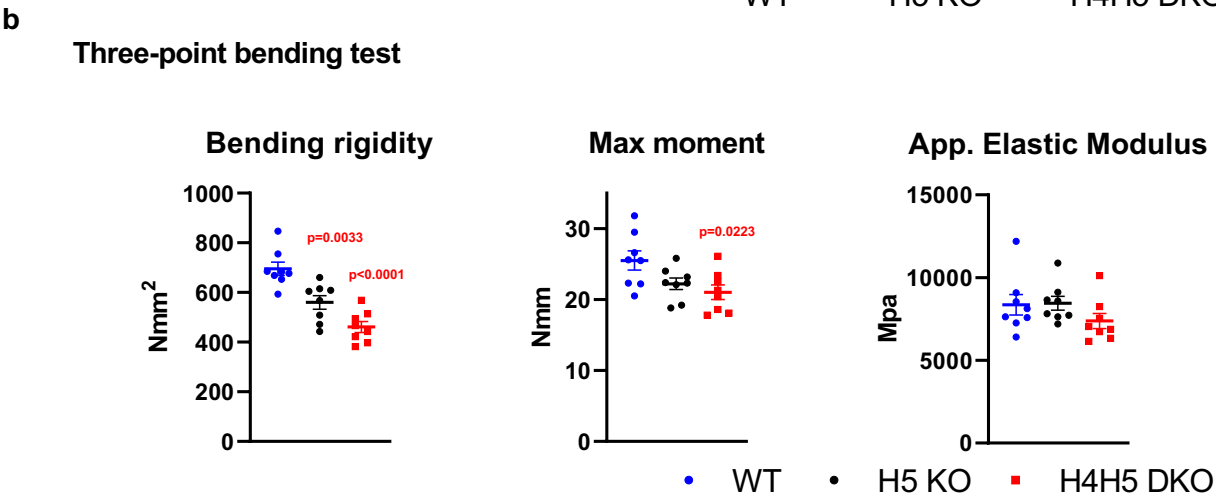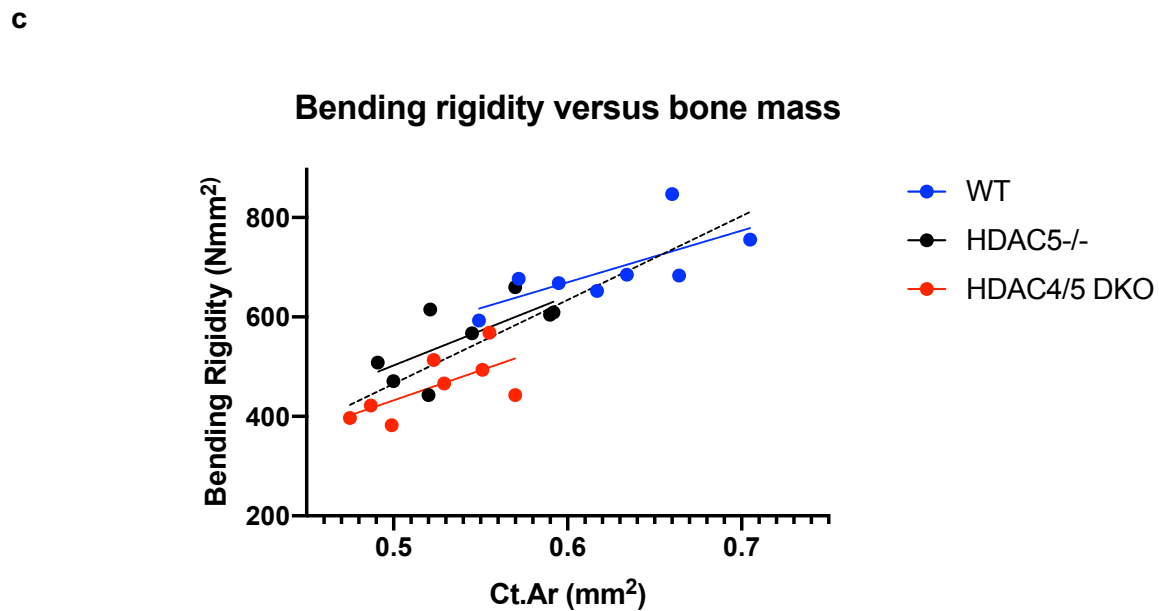

## Supplemental Figure 2

(a) Femur midshaft microCT results comparing 8 week old wildtype (WT), HDAC5 global knockout (H5KO; HDAC5<sup>-/-</sup>, HDAC4<sup>fl/fl</sup>), and HDAC5 and HDAC4 double knockout (H4H5 DKO; HDAC5<sup>-/-</sup>, HDAC4<sup>fl/fl</sup>, DMP1-Cre) (n=8/group). As previously reported (3), Hdac4/5DKO animals have smaller bones with cortical osteopenia. Micro-CT and mechanical testing were not performed for Hdac4 single knockout mice as we previously reported that these animals show normal cortical bone mass and normal cortical bone histology (3). (b) Three-point bend tests were then performed on the femoral diaphysis from the same animals as used for microCT revealing lower bending rigidity and maximum moment in the Hdac4/5DKO, but no differences in the apparent elastic modulus, suggests that the observed differences in mechanical properties are likely a result of differences in the bone geometry and not differences in the intrinsic material properties of the cortical bone. (c) We plotted bending rigidity (measured by 3 point testing) versus cortical area (measured by micro-CT) for all mice in the study. Notably, the relationship between bending rigidity and bone strength was similar in all groups (e.g., no significant difference in slope) suggesting that the mutant mice did not have deficits in this measure of bone quality, consistent with the findings for apparent elastic modulus above. (n=8/group) p values adjusted for multiple comparisons vs WT are shown (a-c). One-way ANOVA followed by Tukey-Kramer post hoc test (a) was used. Data are expressed as mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplemental Figure 3 (related to Figure 2)

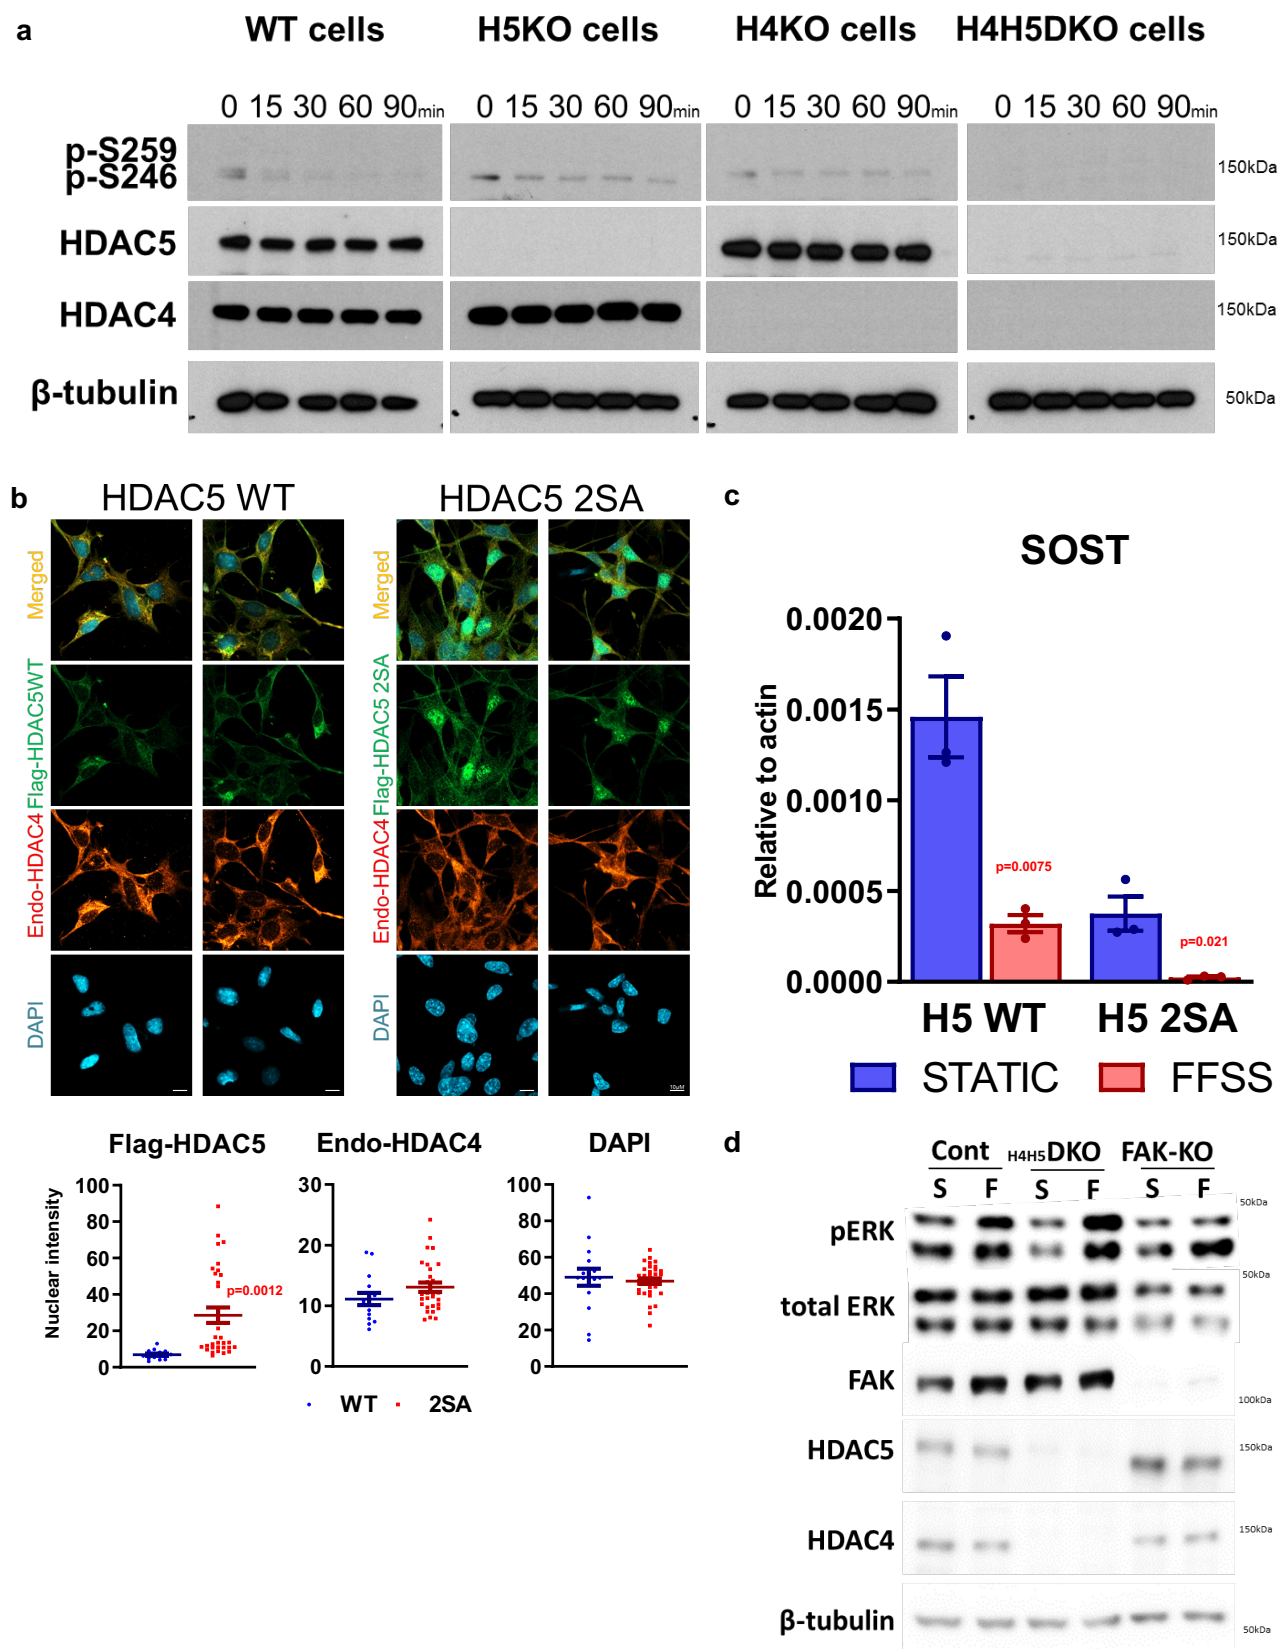

### Supplemental Figure 3

(a) Ocy454 cells of the indicated "genotype" were treated with FFSS for the indicated time followed by immunoblotting. HDAC4/5 serine phosphorylation at S246 (HDAC4) and S259 (HDAC5) was mildly reduced by FFSS. (b) Immunocytochemistry in HDAC5-deficient Ocy454 cells transduced with lentiviral constructs expressing FLAG-tagged wild type (WT) HDAC5 and HDAC5 S259/498A (2SA) was performed and then analyzed by confocal microscopy HDAC5 2SA mutant shows constitutive nuclear localization. N=15 WT, n=30 2SA. P vs WT. (c) HDAC5-deficient Ocy454 cells expressing the indicated HDAC5 variant were treated with FFSS followed by RNA isolation and RT-qPCR for Sost. While basal Sost expression is reduced in HDAC5 2SA cells, levels are reduced further in response to FFSS. P vs STATIC, n=3. (d) Control, HDAC4/5-deficient, and FAK-deficient Ocy454 cells were treated plus/minus FFSS (S = static, F = FFSS) for 10 minutes followed by immunoblotting as indicated. HDAC4/5-deficient cells show intact FFSS-induced p42/44 ERK phosphorylation. FAK-deficient cells show preserved FFSS-induced p42 ERK phosphorylation. Two-sided unpaired t-test was used (b, c). Data are expressed as mean  $\pm$  SEM. Each experiment was repeated three times (a, d). Source data are provided as a Source Data file.

Supplemental Figure 4 (related to Figure 3)

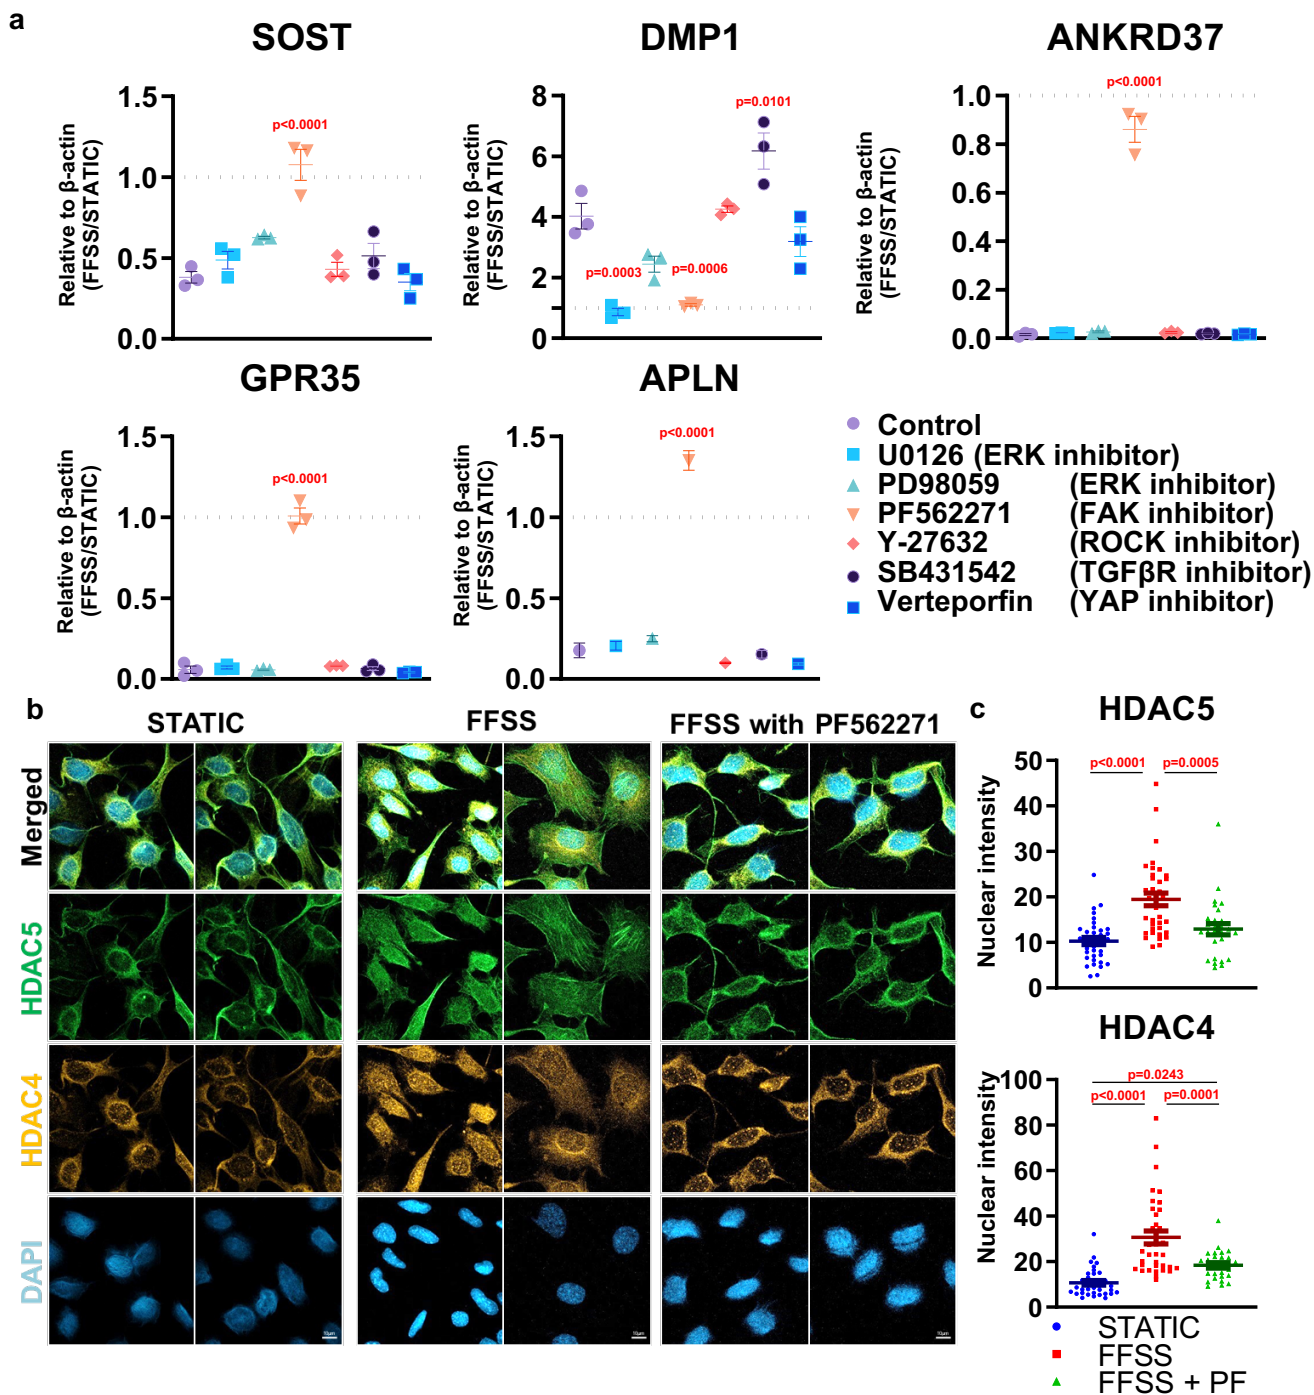

#### **Supplemental Figure 4**

(a) Ocy454 cells were pre-treated for 1 hour with small molecule inhibitors of candidate mechanosensitive signaling pathways (U0126, PD98059, PF562271, y-27632, SB431542, Verteporfin) followed by 3-hour FFSS treatment. Subsequently, RNA was isolated for RT-qPCR. Data are shown as the ratio between gene expression in FFSS versus static conditions for each inhibitor pretreatment. U0126; ERK inhibitor, PD98059; ERK inhibitor, PF562271; FAK inhibitor, y-27632; Rock inhibitor, SB431542; TGF $\beta$ R inhibitor, Verteporfin; YAP. Only FAK inhibitor pre-treatment blocks the reduction of gene expression by FFSS. One-way ANOVA (Tukey-Kramer) was performed. p values adjusted for multiple comparisons vs control are shown, n=3/group. (b) HDAC4/5 immunocytochemistry was performed followed by confocal microscopy. One hour FAK inhibitor (PF562271) pre-treatment blocked FFSS induced HDAC5 and HDAC4 translocation from cytosol compartment to nuclei. Pictures show two representative images of each staining. HDAC5 (green), HDAC4 (red), and DAPI (blue). Each experiment was repeated three times. (c) The densitometric intensity of HDAC5 and HDAC4 was measured by ImageJ. Multiplicity adjusted p are used. N=36/group, STATIC and FFSS. N=28, FFSS + PF. One-way ANOVA followed by Tukey-Kramer post hoc test (a, c) was used. Data are expressed as mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplemental Figure 5 (related to Figure 3)

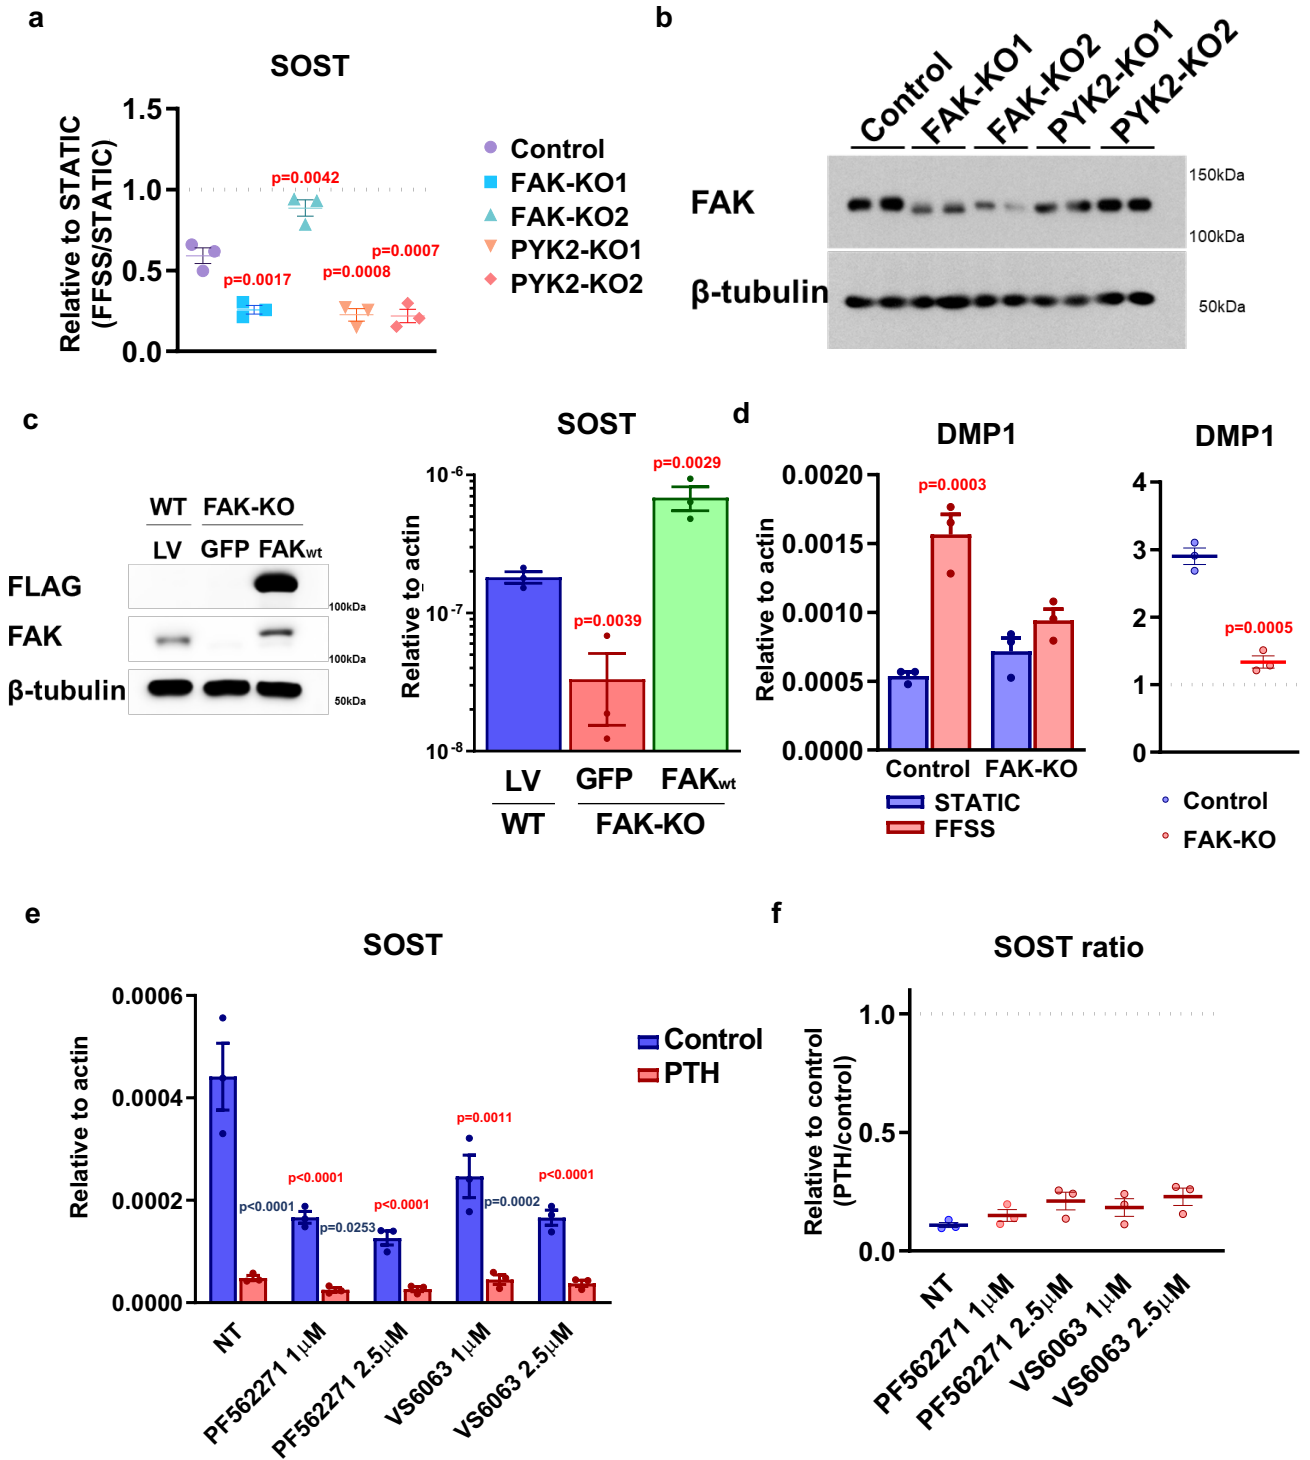

### Supplemental Figure 5

Cas9-expressing Ocy454 cells were infected with lentiviruses expressing sgRNAs targeting FAK or the related kinase PYK2. An empty vector "lentiguide" (LG-EV) was used as a control. LV-infected cells were selected by antibiotic resistance, and bulk cell populations were treated plus/minus FFSS followed by Sost RT-qPCR. FAK-KO population 2 showed blunted FFSS-induced Sost suppression. (n=3) p vs control (a), and reduced overall FAK protein levels (b). (c) FAK-deficient single cell clone 1-4 was infected with the indicated lentiviral construct expressing GFP or FAK cDNA. Cells were grown at 37°C for 14 days followed by immunoblotting (left) and RT-qPCR (right). FAK-deficient cells show low basal SOST expression which is rescued with reintroduction of FAK. (d) Control and single cell FAK mutant cells were subjected to FFSS and then Dmp1 mRNA levels were measured by RT-qPCR. FFSS-induced Dmp1 up-regulation does not occur in FAK mutant cells. (e, f) Ocy454 cells were treated plus/minus PTH (242 nM) and the indicated doses of FAK inhibitors. FAK inhibitor treatment does not block PTH-induced Sost suppression. Panel E shows Sost mRNA levels for each treatment (n=3). P (red) vs control-NT. P (blue) vs each control. Panel F shows the ratio of PTH-treatment versus vehicle in the presence of each dose of FAK inhibitors. PTH treatment further suppresses Sost expression even in the presence of FAK inhibitor treatment. Two-sided unpaired t-test (c, d in the left panel) and one-way ANOVA followed by Tukey-Kramer post hoc test (a, d in the left panel, e, f) were used. Multiplicity adjusted p values are used (a, c in the right panel, d in the left panel, e). Data are expressed as mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplemental Figure 6 (related to Figures 3 and 6)

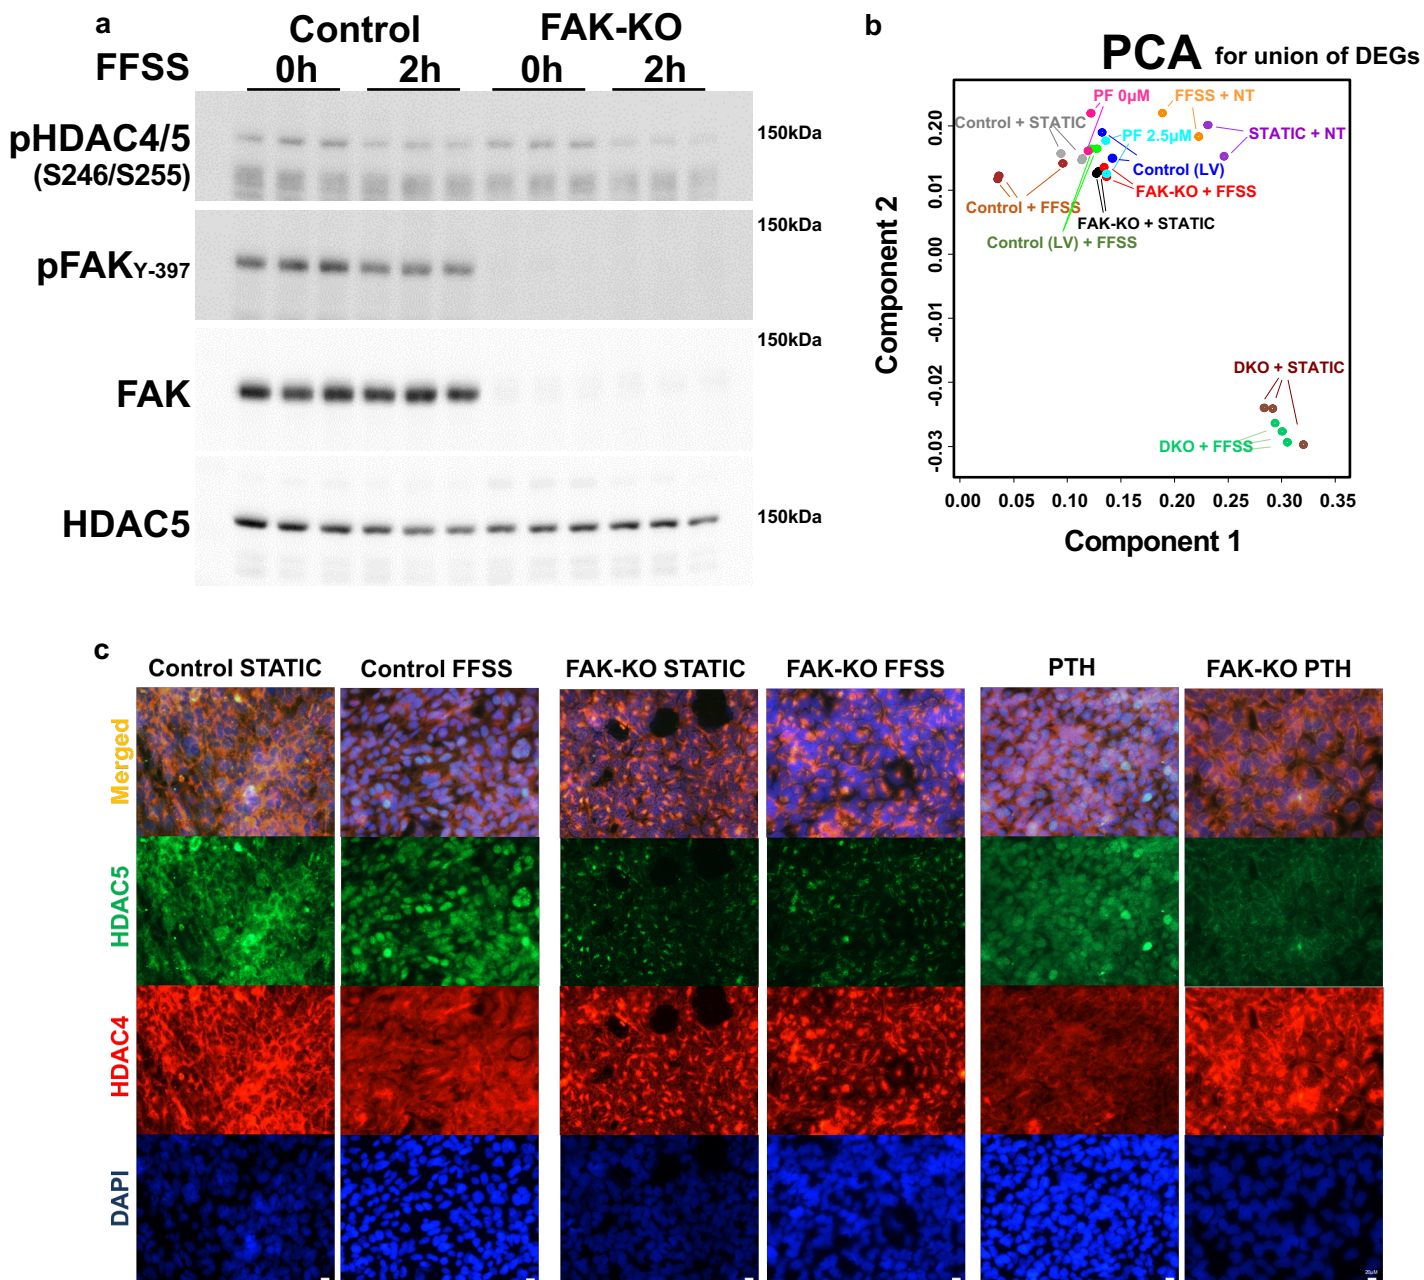

### **Supplemental Figure 6**

(a) FAK deficient cells (single cell clone 1-4) were treated with FFSS as indicated followed by immunoblotting for HDAC4/5 at N-terminal phosphorylation sites. Both control and FAK-mutant cells show intact (mild) FFSS-induced reductions in HDAC4/5 serine phosphorylation. (b) Principal component analysis for all 28 RNA-seq libraries analyzed in this manuscript. Here, the union of all differentially expressed genes was used to generate this plot. (c) Immunocytochemistry was performed in control (pLentiGuide-empty vector, LG-EV) or FAK-mutant cells followed by confocal microscopy. Abnormal HDAC4/5 localization is noted in FAK mutant cells, and FAK mutant cells fail to show FFSS-induced HDAC4/5 nuclear translocation. Source data are provided as a Source Data file.

Supplemental Figure 7 (related to Figure 6)

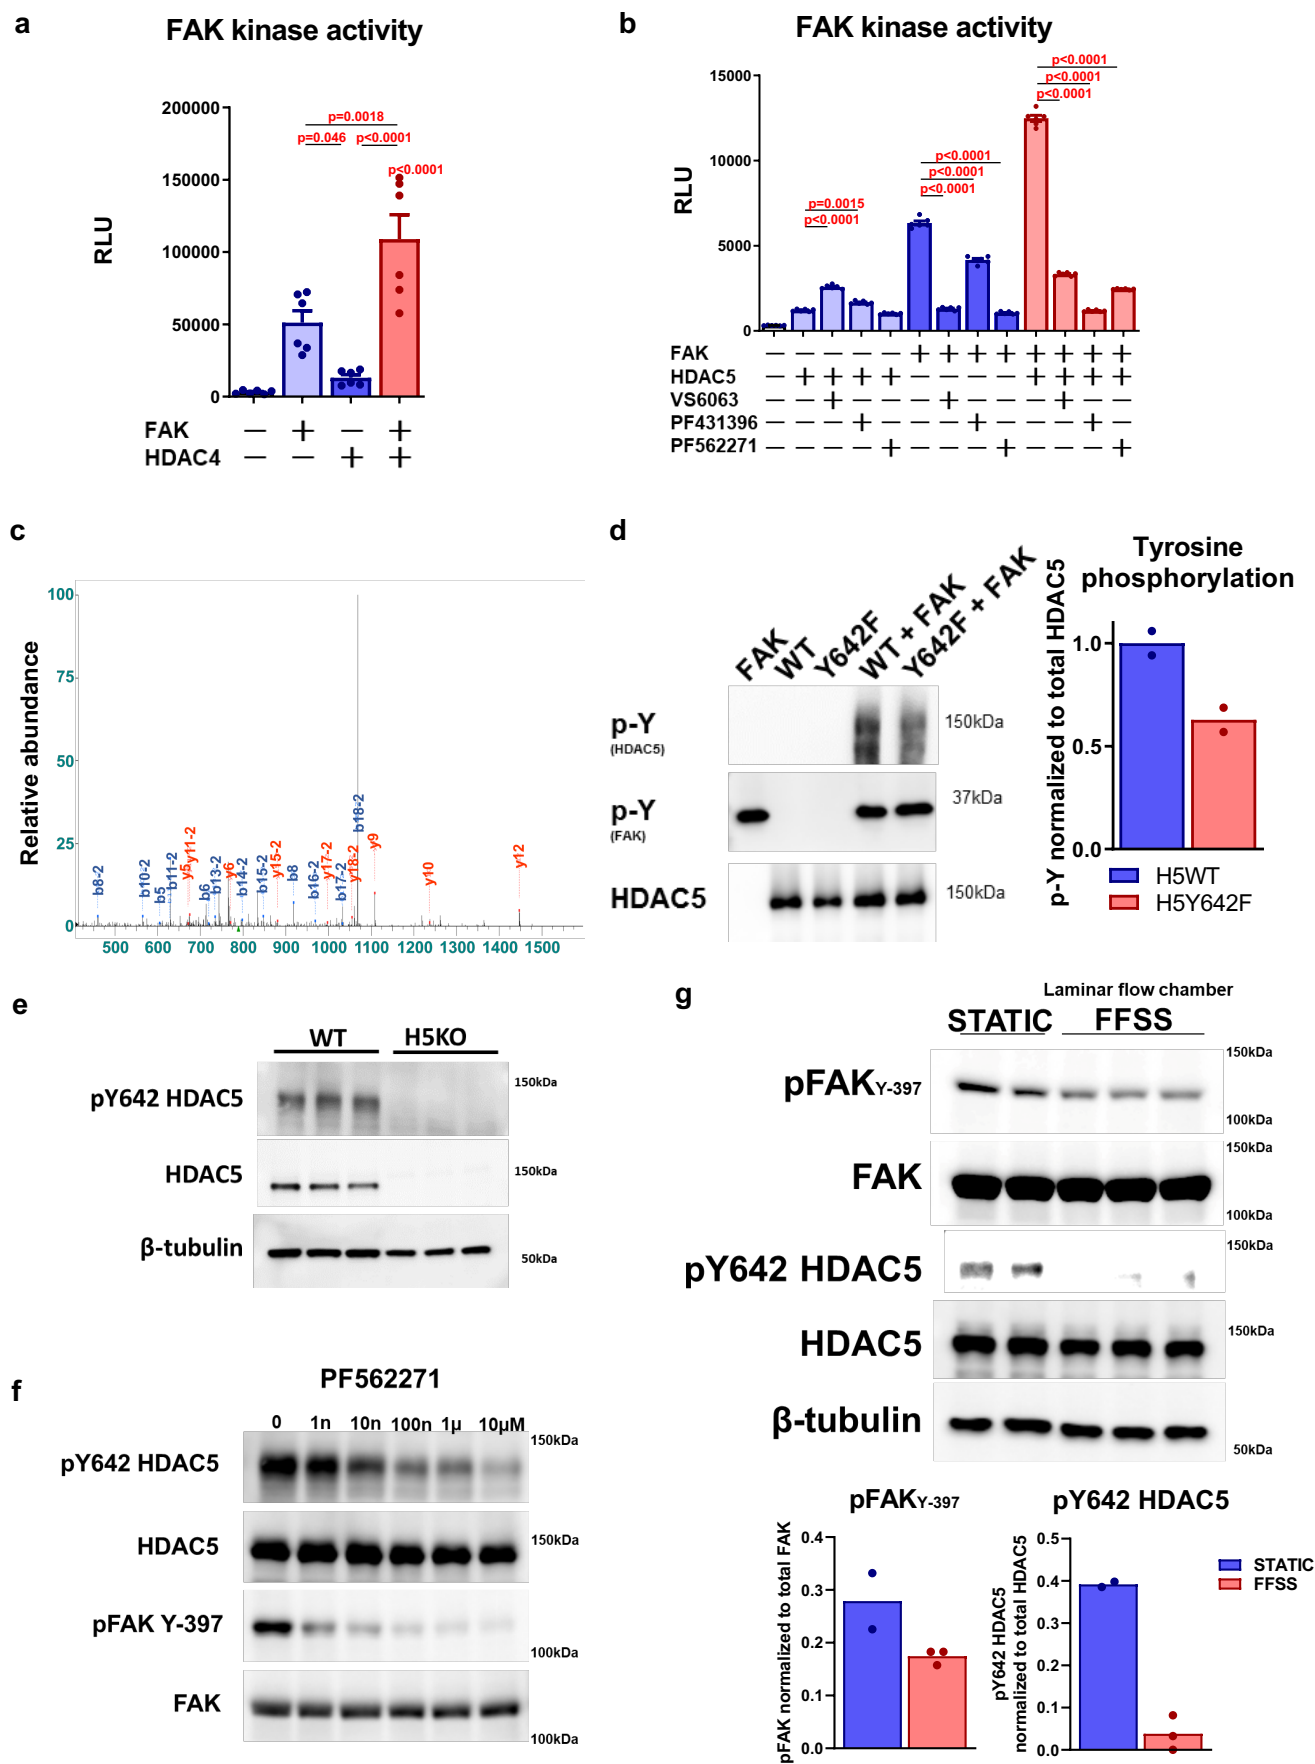

### Supplemental Figure 7

(a) Recombinant HDAC4 was subjected to bioluminescence-based kinase assays as in Figure 5D. Increased FAK phosphorylation activity is noted when HDAC4 is added as a substrate. N=6/group. (b) FAK inhibitors reduced FAK kinase activity towards HDAC5, N=6/group. (c) MS/MS fragmentation spectrum of the phosphorylated peptide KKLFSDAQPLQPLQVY#QAPL produced from the chymotrypsin digestion of HDAC5 in the presence of FAK treatment (#indicates site of phosphorylation). A confident assignment of the phosphate to the tyrosine was demonstrated (score = 35.0) with the site assignment program Ascore. The extracted ion chromatograms are shown in Figure 6 a,b. (d) 293T cells were transfected with FLAG-tagged WT or Y642F HDAC5. 48 hours later, FLAG immunoprecipitation was performed, followed by elution with excess amounts of FLAG peptide. Eluted HDAC5 protein was then subjected to kinase assay with recombinant FAK, followed by immunoblotting as indicated. FAK-dependent HDAC5 tyrosine phosphorylation was significantly reduced in the Y642F mutant. N=2. (e) Control (WT) and HDAC5 mutant Ocy454 cell lysates were subjected to immunoblotting as indicated. HDAC5 Y642 phosphorylation was not detected in HDAC5 deficient cells. (f) Ocy454 cells were treated with FAK inhibitors at the indicated doses for 60 minutes followed by immunoblotting as indicated. FAK inhibitors dose-dependently reduced HDAC5 Y642 phosphorylation. (g) Ocy454 cells were grown on collagen coated slides and placed in flow chambers for 45 minutes plus/minus laminar flow at 8 dynes/cm<sup>2</sup>. Immediately thereafter, cells were collected for immunoblotting as indicated. N=2, STATIC. N=3, FFSS. One-way ANOVA followed by Tukey-Kramer post hoc test (a, b) was used. p values adjusted for multiple comparisons are shown (a, b). Data are expressed as mean  $\pm$  SEM (a, b) and mean with individual values (d, g in the bottom panel). Source data are provided as a Source Data file.

Supplemental Figure 8 (related to Figure 7)

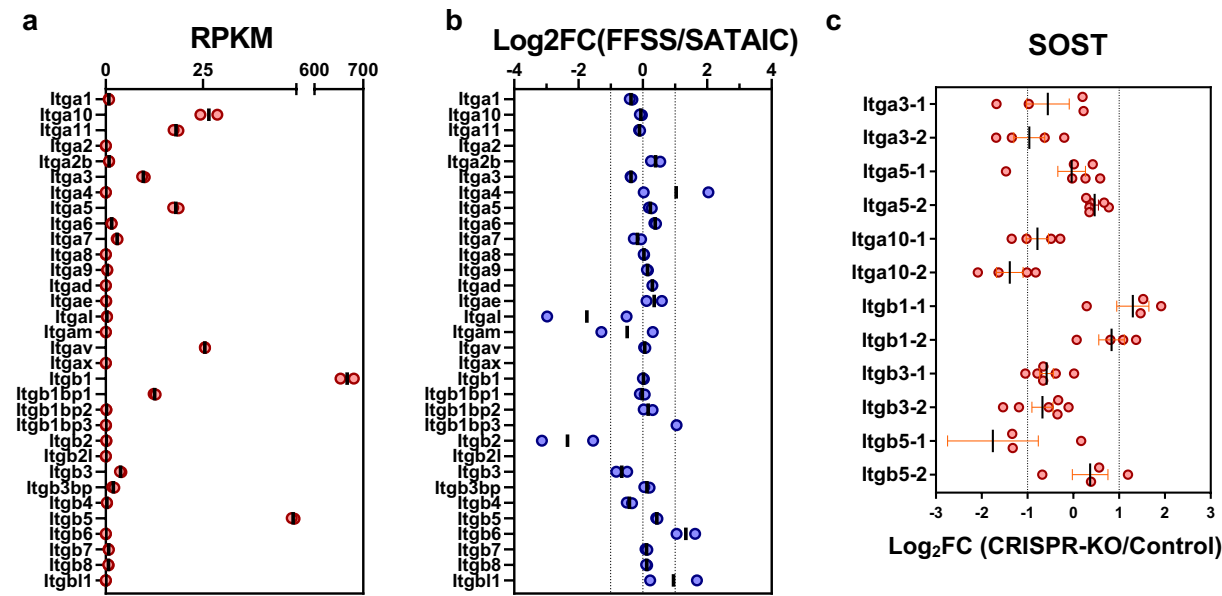

### Supplemental Figure 8

(a) Expression of integrin isoforms was interrogated in Ocy454 cell RNA-seq data (24). N=2. (b) Effects of FFSS exposure on integrin isoform expression. 

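Of the 32 genes of Supplementary Fig. 8b, 26 were tested in uninfected cells and 28 in LV control cells. In uninfected cells 3 had an FDR under 0.05 over all genes, all lower, and 3 over the list alone. With the replicate block (pairing correlation 0.41) it was 6, of which 2 were higher and 4 lower. With the exact test it was 5, of which 2 were higher and 3 lower. In LV control cells 5 had an FDR under 0.05 over all genes, 3 higher and 2 lower, and 5 over the list alone. Itgb3 fell in both (log2 fold change −1.25, standard error 0.16, adjusted p = 0.0018 in uninfected cells and −0.65, standard error 0.12, adjusted p = 0.0059 in LV control cells, both from edgeR's quasi-likelihood test). Itgb5 rose in LV control cells (0.43, standard error 0.05, adjusted p = 6.9e-04 from the same test) and had a log2 fold change of −0.10 in uninfected cells (standard error 0.17, adjusted p = 0.75 from the same test), which was 0.030 with a correction for GC content chosen after seeing the data. The interaction of FFSS and infection for Itgb5 was 0.52 (adjusted p = 0.126 from the same test), and 0.53 with the replicate block (adjusted p = 0.038, pairing correlation 0.10). Over the alternatives its adjusted p ranged from 0.019, with the GC correction, to 0.22, with library totals, so whether the effects differ depends on the setting. Itgb2 stood at 0.046 CPM in uninfected static cells and Itgb6 at 0.048 CPM in LV control static cells, levels at or under the 3 reads that the depth can show.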

N=2. (c) Bulk cell populations were generated in which the indicated integrin isoform was targeted via CRISPR/Cas9. Basal Sost expression was then measured by RT-qPCR. None of the perturbations tested dramatically altered basal Sost expression. N=4 (Itga3-1, Itga3-2, Itga5-1, Itga5-2, Itga10-1, Itga10-2, Itgb1-1, Itgb1-2, Itgb3-1, Itgb3-2, Itgb5-1, and Itgb5-2). N=6 (Itga5-1, Itga5-2, Itga10-1, Itga10-2, Itgb1-1, Itgb1-2, Itgb3-1, and Itgb3-2). One-way ANOVA followed by Tukey-Kramer post hoc test (c) was used. Data are expressed as mean  $\pm$  SEM (c) and mean with individual values (a, b). Source data are provided as a Source Data file.

### References

1. Prasad J, Wiater BP, Nork SE, Bain SD, and Gross TS. Characterizing gait induced normal strains in a murine tibia cortical bone defect model. *Journal of biomechanics*. 2010;43(14):2765-70.
2. Srinivasan S, Balsiger D, Huber P, Ausk BJ, Bain SD, Gardiner EM, et al. Static Preload Inhibits Loading-Induced Bone Formation. *JBMR Plus*. 2019;3(5):e10087.
3. Wein MN, Liang Y, Goransson O, Sundberg TB, Wang J, Williams EA, et al. SIKs control osteocyte responses to parathyroid hormone. *Nature communications*. 2016;7:13176.

# Supplementary material for: A FAK/HDAC5 signaling axis controls osteocyte mechanotransduction
**Source:** Nat Commun. 2020 Jul 1;11:3282. doi: 10.1038/s41467-020-17099-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA-seq datasets

File Name: Supplementary Data 2

Description: Oligonucleotide sequences used

File Name: Supplementary Data 3

Description: Quality control metrics for RNA-seq libraries

File Name: Supplementary Data 4

Description: Primary LS-MS/MS data, related to Figure 6a-b and Supplemental Figure 7c.

# Supplementary material for: A FAK/HDAC5 signaling axis controls osteocyte mechanotransduction
**Source:** Nat Commun. 2020 Jul 1;11:3282. doi: 10.1038/s41467-020-17099-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Windows (ver 10), Microsoft Excel for Office 365 (ver 2016), StepOne Software (ver 2.3), Zeiss Zen software (ver 2.6), Epson scan (ver 3.9.4.7US), Azure biosystems cSeries capture software (ver 1.9.7.0802)                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | Windows (ver 10), Microsoft Excel for Office 365 (ver 2016), Microsoft Word for Office 365 (ver 2016), GraphPad Prism (ver 8.4.2), StepOne Software (v2.3), NIH ImageJ (ver 1.52a), EgdeR package (ver 3.24.1), Enrichr ( <a href="https://amp.pharm.mssm.edu/Enrichr/">https://amp.pharm.mssm.edu/Enrichr/</a> ) (ver January 7th, 2020), GeneXplain (ver 4.8), ingenuity pathway analysis (Build version: 430520M Content version: 31813283), Overlap stats ( <a href="http://nemates.org/MA/progs/overlap_stats.html">nemates.org/MA/progs/overlap_stats.html</a> ) (ver 2019), Sequest (SRF v.5), HTSeq (ver 0.9.1) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). The RNA-seq data has been deposited to GEO under accession numbers GSE139604 and GSE144265. Source data underlying all figures are provided as a Source Data File.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Power calculations were performed based on pilot experiments.                                                                                          |
| Data exclusions | No data were excluded from the analyses.                                                                                                               |
| Replication     | Each experiment was repeated at least three times. We confirm that all attempts at replication were successful.                                        |
| Randomization   | All animals were randomly divided to the control and experimental groups. The samples and cells are randomized into different groups before treatment. |
| Blinding        | All animal bone analyses, group allocation and data collection were performed on a blinded basis.                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

For immunoblotting, FAK (1:1000, Cell Signaling Technology, 13009), p-FAK(Y-397) (1:500, Cell Signaling Technology, 8556), phospho-Paxillin (1:250, Cell Signaling Technology, 2541), Paxillin (1:500, Cell Signaling Technology, 12065), HDAC4 (1:1000, Abcam, ab12172), phospho-HDAC4/5/7 (S246/S259/S155) (1:250, Cell Signaling Technology, 3443), DYKDDDDK tag (1:1000, Cell Signaling Technology, 2368), p-p44/42 MAPK (T202/Y204) (pERK) (1:500, Cell Signaling Technology, 9101), p44/42 MAPK (Erk1/2) (1:1000, Cell Signaling Technology, 9102), p-Y-1000 (1:1000, Cell Signaling Technology, 8954), beta-tubulin (1:250, Cell Signaling Technology, 5346), The HDAC5 pY642 antibody (1:1000) was produced using YenZym Antibodies' P-site™ Antibody Service protocol.

For immunohistochemistry and immunocytochemistry, mSOST biotinylated (1:50, R&D systems, BAF1589), non-phospho (active) β-catenin (Ser33/37/Thr41) (1:50, Cell Signaling Technology, 8814), HDAC5 (C-11) (1:50, Santa Cruz Biotechnology, sc-133225), HDAC4 (1:50, Abcam, ab12174), FLAG (1:50, SIGMA, F1804), donkey anti-mout IgG with Alexa 488 (1:200 Life Technologies, A-21202), donkey anti-rabbit IgG with Alexa 568 (1:200 Life Technologies, A10042).

### Validation

Validation statements of Commercial available antibodies are on the manufacturer's website.

The validation of the HDAC5 pY642 antibody was provided in the manuscript (Figure 6C-F and Supplemental Figure 7E-G).

FAK (Cell Signaling Technology, 13009), <https://www.cellsignal.com/products/primary-antibodies/fak-d2r2e-rabbit-mab/13009>

p-FAK(Y-397) (Cell Signaling Technology, 8556), <https://www.cellsignal.com/products/primary-antibodies/phospho-fak-tyr397-d20b1-rabbit-mab/8556>

phospho-Paxillin (Cell Signaling Technology, 2541), <https://www.cellsignal.com/products/primary-antibodies/phospho-paxillin-tyr118-antibody/2541>

Paxillin (Cell Signaling Technology, 12065), <https://www.cellsignal.com/products/primary-antibodies/paxillin-d9g12-rabbit-mab/12065>

HDAC4 (Abcam, ab12172), <https://www.abcam.com/hdac4-antibody-ab12172.html>

phospho-HDAC4/5/7 (S246/S259/S155) (Cell Signaling Technology, 3443), <https://www.cellsignal.com/products/primary-antibodies/phospho-hdac4-5-7-s246-s259-s155/>

antibodies/phospho-hdac4-ser246-hdac5-ser259-hdac7-ser155-d27b5-rabbit-mab/3443  
 DYKDDDDK tag (Cell Signaling Technology, 2368), <https://www.cellsignal.com/products/primary-antibodies/dykddddd-tag-antibody-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/2368>  
 p-p44/42 MAPK (T202/Y204) (pERK) (Cell Signaling Technology, 9101), <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>  
 p44/42 MAPK (Erk1/2) (Cell Signaling Technology, 9102), <https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>  
 p-Y-1000 (Cell Signaling Technology, 8954), <https://www.cellsignal.com/products/primary-antibodies/phospho-tyrosine-p-tyr-1000-multimab-rabbit-mab-mix/8954>  
 beta-tubulin (Cell Signaling Technology, 5346), <https://www.cellsignal.com/products/antibody-conjugates/b-tubulin-9f3-rabbit-mab-hrp-conjugate/5346>  
 mSOST biotinylated (R&D systems, BAF1589), [https://www.rndsystems.com/products/mouse-sost-sclerostin-biotinylated-antibody\\_baf1589](https://www.rndsystems.com/products/mouse-sost-sclerostin-biotinylated-antibody_baf1589)  
 non-phospho (active)  $\beta$ -catenin antibody (Cell Signaling Technology, 8814), <https://www.cellsignal.com/products/primary-antibodies/non-phospho-active-b-catenin-ser33-37-thr41-d13a1-rabbit-mab/8814>  
 HDAC4 (Abcam, ab12174), <https://www.abcam.com/hdac4-antibody-ab12172.html>  
 FLAG (SIGMA, F1804), <https://www.sigmaaldrich.com/catalog/product/sigma/f1804?lang=en&region=US>  
 donkey anti-mouse IgG with Alexa 488 (Life Technologies, A-21202), <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>  
 donkey anti-rabbit IgG with Alexa 568 (Life Technologies, A10042), <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10042>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Ocy454 cells were obtained from Center for Skeletal Research at Massachusetts General Hospital (Ocy454 cells were isolated from the long bones of 4-wk-old SV40Tag and 8KbDmp1-green fluorescent protein (GFP)-double-transgenic mice. Ref J. Biol. Chem. 290, 16744–16758). 293T and Saos-2 cells were obtained from ATCC.                                                                                                                                                                                                                                |
| Authentication                                                    | We validated Ocy454 cells previously (The journal of the American Society for Bone and Mineral Research, 2015;30 (3):400-11). The authentication of Ocy454 were routinely tested by Sost and Dmp1 expression at 37°C and examined for osteocytic morphology ( $\beta$ -actin primers; 5'-CCTCTATGCCAACACAGTGC-3' and 5'-ACATCTGCTGGAAGGTGGAC-3', SOST; 5'-GCCTCATCTGCCTACTTG-3' and 5'-CTGTGGCATCCTCCTGAAG-3', DMP-1; 5'-AGGACTCCACAGACACCACA-3' and 5'-GGGTATCTTGGGCACTGTTT-3'). 293T (ATCC CRL-3216) and Saos-2 (ATCC HTB-85) are authenticated by ATCC. |
| Mycoplasma contamination                                          | We tested and confirmed that all cell lines were mycoplasma negative.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The following published genetically-modified strains were used: Hdac4 floxed mice (RRID: MGI:4418117), germline Hdac5-deficient mice (RRID: MGI:3056065), and DMP1-Cre mice (RRID: MGI:3784520). Mice were backcrossed to C57BL/6 (Jackson laboratory) mice for at least seven generations. Floxed littermates without Cre were used as wild-type controls. Genotypes were determined by PCR using primers described in Supplemental Table 2. 20 week old wild type, HDAC4 conditional knockout (cKO, HDAC4 f/f;DMP1-Cre), HDAC5 knockout, and double knockout (DKO, HDAC4 f/f;HDAC5-/-;DMP1-Cre) female mice were subjected to 3 (for acute) or 9 (for long-term) loading. 6-7 weeks old female mice were treated with vehicle or FAK inhibitor. All mice were housed under the conditions of 21.9 $\pm$ 0.8°C, 45 $\pm$ 15% humidity, and 12-hour light/dark cycle (7 am-7 pm light/7 pm-7 am dark). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All animals were housed in the Center for Comparative Medicine at the Massachusetts General Hospital and all experiments were approved by the hospital's Subcommittee on Research Animal Care. Power calculations were performed based on pilot experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

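RNA from Ocy454 cells was sequenced in 16 libraries, 2 per condition in 8 conditions from 3 experiments: uninfected cells with and without FFSS, LV control and FAK-KO cells with and without FFSS, and uninfected cells with vehicle or PF562271. The other libraries of the paper and its Supplementary Dataset 1 were not used here. The authors sequenced 50-base reads, mapped them with STAR to mm9 with Ensembl annotation, and counted reads per gene with HTSeq without strand. The deposited values are counts, without normalization. They cover 37583 gene IDs, of which 37168 were found in the annotation used for symbols and positions and 415 were not. The exons of 6931 genes overlap another gene, and counts of such genes are uncertain.

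Between 19122839 and 21611226 reads per library were counted on genes. The smallest level the depth can show, 3 reads, was 0.139 to 0.157 CPM. Intervals and floors cover counting error only. CPM values are counts divided by the library's gene reads. Pairs of conditions were compared over their 4 libraries with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, no robust estimation, the package's default of unadjusted deviances) and Benjamini-Hochberg adjustment. Genes with a count of 0 in 2 or more of the fitted libraries were left out, as the paper describes, with the filter read within each comparison. Genes were called at an FDR under 0.05 and an absolute log2 fold change over 1, and interactions at an FDR under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. The paper's text names edgeR but not its test.

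Alternatives set before the data were examined were edgeR's exact, likelihood ratio and TREAT tests, DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals, filterByExpr, no filter, a filter over all 16 libraries, a fit of all 16 libraries, a replicate block, and each library left out in turn. Replicate numbers come from the sample labels; the replicates are cultures of a cell line. Alternatives chosen after seeing the data were crossed replicates for PF562271, edgeR's quasi-likelihood test with bias-adjusted deviances, corrections for GC content and for gene length in 20 bins, and overlaps without the hypoxia-inducible factor targets. Leaving out a library leaves a condition with 1, so those fits give values with no test.

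For 14 gene lists in 5 comparisons, 70 tests in all, camera of limma 3.58.1 was used with an inter-gene correlation of 0.01, beside fry and 10000 random lists matched on expression. Overlaps were tested with the one-sided hypergeometric test over the genes tested in all 3 comparisons. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The tests were tested on simulated data with 200 changed genes: the quasi-likelihood test found 196 of them among 15711 genes and 198 among 16097 genes, with 0 unchanged genes called in either. The simulated changes were all larger than the threshold and lay in genes of at least 1 CPM. The simulated spread depended on expression level alone, with no effect shared by replicates. Recovery may therefore be lower, and false calls more frequent, in the real data. The interaction test found 193 of 200 with 7 unchanged genes called among 15207 genes, and 196 of 200 with 10 among 15556. With a simulated GC shift, 576 unchanged genes of 15721 were called without the correction and 1 with it, and 510 of 16142 without it and 3 with it. GC content and gene length were known for 95.9% of genes with a mean of at least 1 CPM. Named genes are those in lists taken from the paper and, per comparison, the 5 highest and 5 lowest called genes with a mean of at least 1 CPM and no overlap between replicates.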

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

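The tests of normalization and of GC content and gene length were chosen only after the result was seen. So was the test of separate experiments for the FFSS effect that differs between uninfected and LV control cells. For the FFSS effects that differ between cells, what the GC and length tests would show was written before they were run.

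The effect of FFSS differed between LV control and FAK-KO cells in 1644 genes (interaction FDR under 0.05). With counts corrected for GC content 1990 genes differed, with counts corrected for gene length 1846, and with library totals 1863, so none of these lowered the number. The spread between replicates was similar, with a biological coefficient of variation of 4.55% in FAK-KO cells and 4.48% in LV control cells. Genes chosen in uninfected cells with at least 1 CPM in FAK-KO static cells had a median log2 fold change, signed by their direction there, of 0.087 in FAK-KO cells and 0.62 in LV control cells, so nearness to the detection floor does not account for the smaller response. A candidate explanation is that FAK loss blunts the response to FFSS. The FAK-KO cells come from a clone, and a difference between clones apart from FAK was not tested. Of the FFSS genes of uninfected cells, 459 of 572 had the same direction with FAK deletion without rotation. Their median log2 fold change there, signed by their direction under FFSS, was 0.68. Whether this different start limited a further response to FFSS was not tested, so it remains another candidate explanation.

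The effect of FFSS also differed between uninfected and LV control cells, in 674 genes. With the GC correction 2129 genes differed, with the length correction 891 and with library totals 682. Vehicle and uninfected static cells, both uninfected but from separate experiments, differed in 1167 genes. That is a difference without FFSS, and libraries of the further FFSS experiment of Fig. 2f were not used here. How far the FFSS effect differs between experiments of the same cells was therefore not tested, and an effect of infection is not shown.

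Hypoxia-inducible factor targets, which the paper does not discuss, fell under FFSS, with a median log2 fold change of −1.22 in uninfected and −0.86 in LV control cells (39 and 38 of 40 genes lower). Against random lists matched on expression, GC content and gene length the larger p was 0.002, the smallest that 1000 lists can give, and with library totals the larger FDR was 5.3e-49. Over the other alternatives the FDRs in both cells were at most 0.013, with fry. Better oxygen supply on the rotating platform was tested as an explanation, with the prediction that the set falls in all 3 cell groups under FFSS and not with PF562271. The camera FDR in FAK-KO cells was 7.1e-08, and the FDR was 0.047 with fry and 0.014 against random lists, but the change there was small, with a median of −0.03 and 24 of 40 genes lower. With PF562271, given without rotation, the median was 0.01. The prediction was met, so a better oxygen supply remains a candidate explanation. The fall was smaller in FAK-KO cells but not absent. The mean of the set in log2(CPM + 1) was 5.32 and 5.38 in FAK-KO static and 5.14 and 5.11 in FAK-KO FFSS libraries, against 7.36 and 7.48 in LV control static and 6.35 and 6.27 in LV control FFSS libraries. The set was already lower in FAK-KO static cells (median −2.12 against LV control static cells, 38 of 40 genes lower, FDR 3.4e-135). Whether this lower start limited a further fall was not tested. An effect of FAK on the fall is another candidate explanation, and the design cannot tell them apart.

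SRF and MRTF targets fell under FFSS, with a median log2 fold change of −0.56 in uninfected and −0.25 in LV control cells (22 and 18 of 24 genes lower). The p against matched lists was 0.002 and the larger FDR with library totals 1.9e-04, and over the other alternatives the FDRs were at most 0.013, with fry. Cholesterol synthesis genes rose, with medians of 1.38 and 0.46 (19 of 20 genes higher in each), with a p of 0.002 against matched lists and a larger FDR of 2.9e-12 with library totals. In LV control cells their FDR with fry was 0.074, over the threshold, and over the other alternatives it was at most 6.7e-04. Neither GC content, gene length nor normalization accounts for these changes. In FAK-KO cells under FFSS the SRF and MRTF targets did not fall (median 0.06, 14 of 24 genes higher, FDR 0.25), while they fell with FAK deletion without rotation (median −0.55, 22 of 24 genes lower, FDR 1.3e-07). Cholesterol synthesis genes rose in FAK-KO cells under FFSS (median 0.30, 19 of 19 genes higher, FDR 7.4e-21) and with FAK deletion without rotation (median 0.55, 19 of 19 genes higher, FDR 1.8e-10). With PF562271 no change of the SRF and MRTF targets was detected (median −7.0e-04, 12 of 23 genes lower, FDR 0.81, and 0.82 with the replicate block at a pairing correlation of −0.21). Cholesterol synthesis genes were higher there (median 0.19, 14 of 20 genes higher, FDR 0.020, and 0.035 with the block), but not against random lists (FDR 0.38). For cholesterol synthesis a response to FFSS that occurs without FAK is a candidate explanation. For the SRF and MRTF targets a part of FAK in the fall under FFSS remains open, as the fall was absent in FAK-KO cells and PF562271 gave none. Other effects of rotation were not tested for them.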

How the results depend on the processing

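Of the main results under all alternatives, 139 kept their direction and size and 32 changed. For these the cause was not tested. Alternatives in GC content, gene length, crossed replicates, bias-adjusted deviances and without the hypoxia-inducible factor targets were chosen after seeing the data.

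The TREAT test called 66 genes for FFSS in uninfected cells, 46 in LV control cells, 51 for PF562271, 820 for FAK deletion and 117 for LV infection, against 577, 310, 828, 1814 and 935. In FAK-KO cells it called 0, with 36 genes at an unadjusted p under 0.05. The number of genes under FFSS in FAK-KO cells, 9, was 27 with the exact test, 41 with the likelihood ratio test, 2 with DESeq2, 17 with filterByExpr, 16 with the filter over all 16 libraries, 15 with the GC correction and 20 with the gene length correction. The genotype interaction fell from 1644 to 167 genes, and the infection interaction from 674 to 151, with an interaction log2 fold change over 1. The infection interaction rose to 1272 genes with the likelihood ratio test, 1347 with the replicate block (pairing correlation 0.10) and 2129 with the GC correction. Its split was 385 positive and 289 negative, and 237 and 445 with library totals.

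The likelihood ratio test gave overlaps of 197 genes for PF562271 and FAK deletion and 79 for FFSS and PF562271, and DESeq2 gave 29 for the latter. With FFSS genes from uninfected cells, 82 were shared with PF562271, 41 of them in the same direction, and 289 were regulated by neither. The correlation across genes of the FFSS and FAK deletion log2 fold changes was 0.39, and 0.14 and 0.17 when each comparison used its own LV control static library. Over genes with a mean of at least 1 CPM these were 0.36, 0.30 and 0.33. The lowest correlation between libraries was 0.953 and 0.950 (12 and 16 libraries) with a pseudocount of 0.1, and 0.930 and 0.928 over genes with at least 1 CPM. The first component held 42.9% of the variance over all genes kept by the filter. The number of integrins in uninfected cells was 5 with the exact test and 6 with the replicate block.

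Of the gene lists, 34 of 70 tests had an FDR under 0.05, and 31 to 36 under the alternatives. Cholesterol synthesis in LV control cells had an FDR of 0.074 with fry. With PF562271 the direction reversed against random lists for focal adhesion (FDR 0.59), heat shock factor targets (0.76) and hypoxia-inducible factor targets (0.20, and 0.98 with fry). It also reversed there for proliferation genes (0.38) and other genes the paper names (0.78). Under FFSS in LV control cells it reversed for YAP targets (0.68) and immediate early genes (0.93). Each of these was without a main FDR under 0.05. Itgb5 in uninfected cells reversed to 0.030 with the GC correction and ranged from −0.37 to 0.13 with each library left out, and Itgb2, with 1 read per library, reversed to 0.028 with library totals. Sost in FAK-KO cells ranged from −1.02 to 0.025 with each library left out, and under FFSS in LV control cells Hoxb5 ranged from −1.13 to 0.39 and Mss51 reached −0.046. Apln with PF562271, whose value was near 0, reversed to −0.078 with library totals, −0.0069 with filterByExpr, −0.0059 in the fit of all 16 libraries, −0.0095 with the replicate block (pairing correlation −0.21), −0.0081 with the crossed block and −0.0083 with the GC correction, and with each library left out it ranged from −0.30 to 0.25, with −0.16 between them. When each library was left out in turn, 488 to 545 of 577 genes kept their direction and size under FFSS in uninfected cells, 271 to 290 of 310 in LV control cells, 7 to 9 of 9 in FAK-KO cells, 732 to 777 of 828 with PF562271, 1700 to 1744 of 1814 with FAK deletion, where 5 reversed in 1 fit, and 836 to 878 of 935 with LV infection. Of 1221 values of named genes under alternatives, 1096 kept their side of the threshold or moved by less than the spread, 45 were weaker, 12 stronger, 54 moved and 14 reversed. With few reads, Sost in FAK-KO and PF562271-treated cells is limited by depth.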

Differences from the paper's values

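FFSS regulated 577 genes in uninfected cells against the paper's 369. Among the alternatives set before the data were examined, DESeq2 (491), library totals (502) and no filter (492) came within 1.5 times the paper's value. The exact test (715), likelihood ratio test (784), TREAT (66), DESeq2's size factors in edgeR (580), filterByExpr (622), the filter over all 16 libraries (601), the fit of all 16 libraries (742) and the replicate block (725) did not.

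In FAK-KO cells 9 genes were regulated, against about 19 in Fig. 3e, read by eye. The exact test (27), library totals (13), filterByExpr (17) and the filter over all 16 libraries (16) came within 1.5 times that value, as did the corrections for GC content (15) and gene length (20), which were chosen after seeing the values. The other alternatives did not.

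PF562271 and FAK deletion shared 129 genes against the paper's 200, and the exact test (174), likelihood ratio test (197), filterByExpr (149) and the fit of all 16 libraries (172) came within 1.5 times. FFSS and PF562271 shared 51 genes against the paper's 83, and the exact test (68), likelihood ratio test (79), filterByExpr (59), the fit of all 16 libraries (67) and the FFSS genes of uninfected cells (82) came within 1.5 times. DESeq2, DESeq2's size factors in edgeR and the replicate block did not in either case. The overlaps were not computed with TREAT, library totals, no filter or the filter over all 16 libraries. The overlap p (one-sided exact hypergeometric test) was 1.1e-04 against the paper's 4.987e-13 for PF562271 and FAK deletion. It was 1.3e-13 against the paper's 1.480e-20 for FFSS and PF562271, and 4.1e-70 against the paper's 9.643e-97 for FFSS and FAK deletion. None of the alternatives run for the overlaps came within 1.5 times any of the 3. The replicate block gave a lower value than the paper's for FFSS and FAK deletion (exact p = 1.7e-102). The paper's test used a smaller background of expressed genes than the 15407 genes here, and lists of other sizes. Its background was not run here, so the overlap p-values are not like for like.

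The log2 fold change of Sost under FFSS in LV control cells was −2.27 against about −2.5 in Fig. 3e, read by eye, and no alternative test, normalization or filter set before the data were examined came within the standard error of 0.17. With each library left out in turn it ranged from −2.56 to −2.03, which includes the figure's value. Supplementary Fig. 8b does not name its cells. Against its values, read by eye, the log2 fold changes in uninfected cells were −1.25 against about −0.65 for Itgb3, −0.10 against about 0.45 for Itgb5, −0.045 against about −2.3 for Itgb2, which had 1 read in each library, and −1.13 against about −1.7 for Itgal, and no alternative set before the data were examined closed these gaps, within standard errors of 0.16, 0.17, 1.17 and 0.30. In LV control cells the 4 values were −0.65, 0.43, −2.07 and −1.26, each within its standard error of the figure.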

Other observations

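The test of hypoxia-inducible factor targets alone was chosen only after the result was seen.

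The overlap of FFSS and FAK deletion genes was tested for a source in the LV control static libraries that both comparisons share. FFSS genes of uninfected cells, which share no library with FAK deletion, overlapped with an exact p = 1.4e-72, so the shared libraries do not account for the overlap, although the correlation across genes of the log2 fold changes fell from 0.39 to 0.14 and 0.17 with separate static libraries. Without the 40 hypoxia-inducible factor targets, 140 genes were shared (exact p = 4.6e-59), so these targets alone do not account for it either.

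Heat shock factor targets were tested for a higher temperature on the heated platform. Their median log2 fold change under FFSS was −0.54 in uninfected cells, 0.12 in LV control cells and 0.14 in FAK-KO cells (camera FDR 1.1e-10, 0.32 and 3.4e-05), so they did not rise in all 3 as a higher temperature would give.

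Uninfected static and LV control static cells differed in 935 genes. Vehicle and uninfected static cells, both uninfected but from separate experiments and kept 4 h and 3 h, differed in 1167, so a difference between experiments may account for as many genes as infection.

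Xist fell from 115.7 to 0.253 CPM between LV control static and FAK-KO static cells (log2 fold change −8.87, standard error 0.24, adjusted p = 3.9e-11 from edgeR's quasi-likelihood test). Xist shares exon sequence with Tsix, so its count is uncertain. Loss of the inactive X chromosome in the FAK-KO clone was tested with 4 genes that escape inactivation. Their median log2 fold change was −0.16, at the 27.2 percentile of matched random lists, so the median did not stand apart. The genes did not move together: Eif2s3x was at −0.45 (adjusted p = 6.2e-04 from edgeR's quasi-likelihood test), Kdm5c at −0.41 (adjusted p = 3.8e-05 from the same test), Ddx3x at 0.09 (adjusted p = 0.12 from the same test) and Kdm6a at 0.50 (adjusted p = 6.2e-06 from the same test). The median over X-linked genes of at least 1 CPM was −0.13 (372 genes), against −0.01 over autosomal genes (11531 genes). With 4 genes that move in both directions, a loss of the inactive X chromosome is not excluded.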
